# The synergistic interaction of thermal stress coupled with overstocking strongly modulates the transcriptomic activity and immune capacity of rainbow trout (*Oncorhynchus mykiss*)

**DOI:** 10.1038/s41598-020-71852-8

**Published:** 2020-09-10

**Authors:** Alexander Rebl, Tomáš Korytář, Andreas Borchel, Ralf Bochert, Joanna Ewa Strzelczyk, Tom Goldammer, Marieke Verleih

**Keywords:** Immunology, Molecular biology

## Abstract

The objective of the present study is to identify and evaluate informative indicators for the welfare of rainbow trout exposed to (A) a water temperature of 27 °C and (B) a stocking density of 100 kg/m^3^ combined with a temperature of 27 °C. The spleen-somatic and condition index, haematocrit and the concentrations of haemoglobin, plasma cortisol and glucose revealed non-significant differences between the two stress groups and the reference group 8 days after the onset of the experiments. The transcript abundance of almost 1,500 genes was modulated at least twofold in in the spleen of rainbow trout exposed to a critical temperature alone or a critical temperature combined with crowding as compared to the reference fish. The number of differentially expressed genes was four times higher in trout that were simultaneously challenged with high temperature and crowding, compared to trout challenged with high temperature alone. Based on these sets of differentially expressed genes, we identified unique and common tissue- and stress type-specific pathways. Furthermore, our subsequent immunologic analyses revealed reduced bactericidal and inflammatory activity and a significantly altered blood-cell composition in challenged versus non-challenged rainbow trout. Altogether, our data demonstrate that heat and overstocking exert synergistic effects on the rainbow trout’s physiology, especially on the immune system.

## Introduction

Stressors in aquaculture cover a broad and diverse range of abiotic and biotic factors including inappropriate temperature, oxygen content, salinity, pH value, high doses of ultraviolet light, inorganic and organic substances, conspecific competition and predators. The co-occurrence of multiple stressors in aquaculture facilities^1–3^ has various physiologic consequences for the farmed fish ranging from moderate alterations at the molecular level to increased disease susceptibility, behavioural disorders or even mortalities^3–5^. It is well established that adverse environments involving multiple stressors provoke a status of immunosuppression^6–8^ related to severe consequences for aquaculture industry^9–12^. In essence, steroid hormones and neuroamines transfer the stress signals and impair a variety of immune functions^13–15^, including the reduced viability, proliferation and migration of immune-cell populations^16^, limited phagocytic activity and decreased production of pro-inflammatory mediators and antibodies^17–19^. These exogenously induced disturbances of the fishes’ homeostasis are reflected in various physiological alterations such as changed concentrations of plasma proteins or the altered expression of specific genes.

For decades, numerous scientific studies have been concerned with the recording and assessment of stress-induced species-specific responses to find objective criteria that allow for the evaluation of an anthropogenic husbandry environment and development of guidelines for managing aquaculture facilities. Most of those studies focussed on the identification of potential biomarker genes and signalling pathways related to one particular stressor. In this regard, *Oncorhynchus* spp., which includes both Pacific salmon and trout, is one of the most investigated fish genera^20^. Particularly, the rainbow trout is not only a model species for immunological and toxicological studies but has been exposed, for instance, to a variety of challenging temperatures. While the thermal preference of this genus is well below 20 °C^21^, the experiments included ice-cold temperatures^22^, moderately challenging temperatures of 18–23 °C^23–27^ and critical temperatures of 25–28  °C^28–30^. Concerning crowding, different stocking densities up to 120 kg/m^3^ were investigated over different periods^31–36^. Taken together, the resulting data sets document that individual challenge factors produce distinct and only slightly overlapping molecular signatures. Although multiple studies^37–41^ addressed the impact of simultaneously changing environmental conditions on the physiology of bony fish, only a few studies integrated a broader and complementing panel of phenotypic, plasma- and transcript-based parameters. As transcriptomic analyses detect the entirety of modulated gene expressions and affected signalling pathways, they help to understand whether concurrent stressors evoke additive, synergistic or even antagonistic effects at the molecular level.

The present study addresses the question whether the combination of critical temperature and overstocking evokes a stress response in rainbow trout. Our major goal was to identify novel potential biomarkers and induced functional pathways which provide sufficient information to identify improper husbandry conditions of rainbow trout. Using separate experimental approaches in our previous studies, we investigated the impact of adverse temperature^23,27^ and different stocking densities^36^ on rainbow trout. This current study followed a similar experimental design, but we exposed rainbow trout simultaneously to a critical water temperature and crowding. A water temperature of 27 °C was chosen as the primary challenge factor. In the summer months of recent years, this temperature was repeatedly measured in the German coastal regions along the Baltic Sea where rainbow trout are bred for commercial and research purposes (Suppl. Fig. 1). The increase in water temperature is likely a consequence of global warming. An increased stocking density of 100 kg/m^3^ was selected as the secondary challenge factor. This stocking density represents the upper limit for the conventional production of rainbow trout of respective age and weight as recommended by the Food and Agriculture Organisation of the United Nations^42^. Our previous investigations on the impact of crowding on rainbow trout revealed that a stocking density of 120 kg/m^3^ significantly modulated the transcriptome of stress-relevant organs^36^ in comparison with those of trout kept at an uncrowded density^33^ of 30 kg/m^3^, which corresponds approximately to the density recommended for the organic aquaculture of trout (Commission Regulation (EC) No 710/2009 of 5 August 2009, Appendix XIIIa).

To investigate how a challenge-induced response influences the immune system, we focused on the major immune organs: the spleen, head kidney and peripheral blood leukocytes. The spleen was selected for transcriptomic analysis as it is a major secondary lymphoid organ that represents the “meeting point” for pathogens and immune cells and is thus characterised by a generally remarkable magnitude of responses^43–45^. The head kidney plays a central role in the haematopoiesis of fish, also as a major reservoir of myeloid cells, which act as first responders upon pathogenic invasion^46–48^. The head kidney’s ability to eliminate pathogens and orchestrate inflammatory responses has previously been studied under various conditions (diets and exposure to stressors and pathogens) as a reference for the immunocompetence and was investigated here in vitro after stimulation with the model pathogen *Aeromonas salmonicida*. Furthermore, we studied the composition of major subpopulations of circulatory leukocytes, which reflect the physiological and pathological stress-induced changes.

## Results

### Characterisation of the response to heat and crowding based on condition indices and blood parameters

Using a multi-parametric approach on rainbow trout cultivated in recirculating aquaculture system (RAS) tanks, we assessed the effects of a critical temperature (gradual temperature increase up to 27 °C; hereafter referred to as the thermal-challenge group B) compared to the combined effects of critical temperature and crowding (gradual temperature increase up to 27 °C at a stocking density of 100 kg/m^3^; hereafter referred to as combined-challenge group C) (Fig. 1). We determined the condition score, spleen-somatic index and haematocrit (Fig. 2A–C) and recorded the traditional and relatively fast detectable parameters of haemoglobin, cortisol and glucose concentration in the blood of rainbow trout (Fig. 2D–F) under challenging versus control conditions. Each of these tests revealed non-significant differences between the challenge groups B and C and the reference group A.

**Figure 1:**
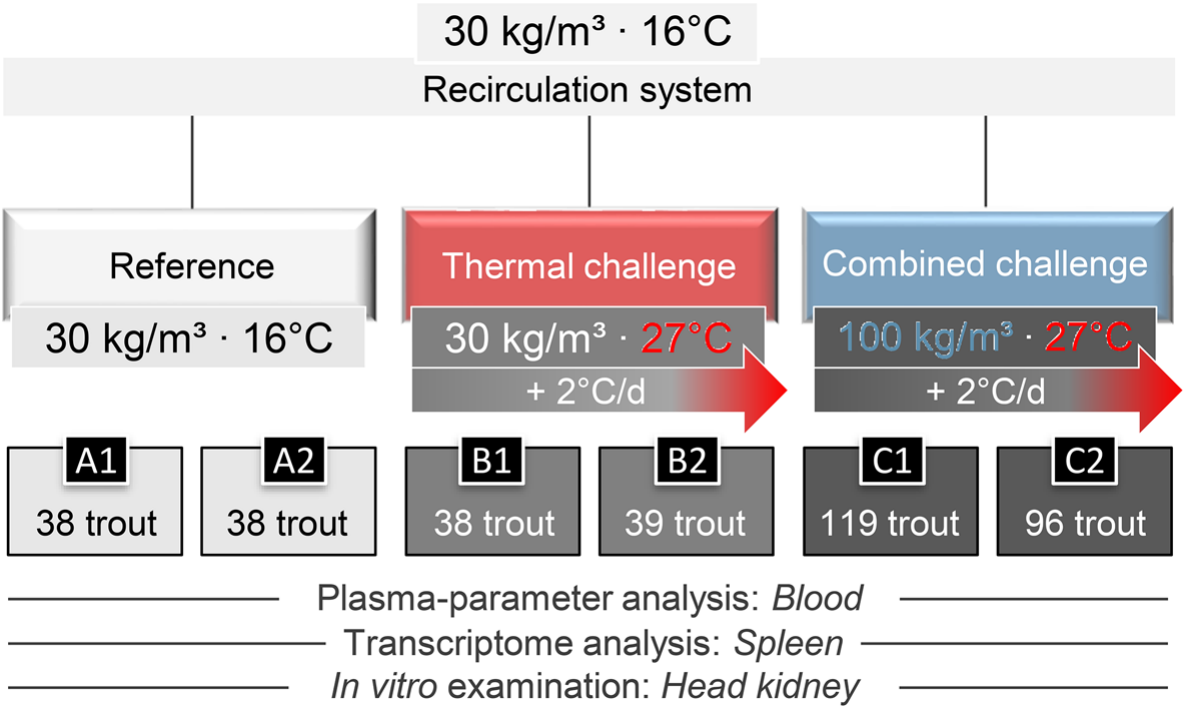
Schematic representation of the challenge experiment conducted on 368 rainbow trout. The total number of trout per experimental tank is indicated. In the reference tanks A1 and A2, the water temperature (16 °C) and the stocking density (30 kg/m^3^) were kept constant at the optimal range throughout the 8-day experiment. The thermal-challenge sub-experiment (labelled in red here and in the following figures) was performed in the tanks B1 and B2, where the water temperature was gradually increased to 27 °C while maintaining a stocking density of 30 kg/m^3^. The combined-challenge sub-experiment (labelled in blue) in tanks C1 and C2 exposed rainbow trout to a high stocking density of 100 kg/m^3^ while gradually increasing the water temperature to 27 °C. Blood samples, spleen and head kidney samples of seven trout from each tank were taken by the end of the experiment and used for the analysis as indicated below the scheme.

**Figure 2:**
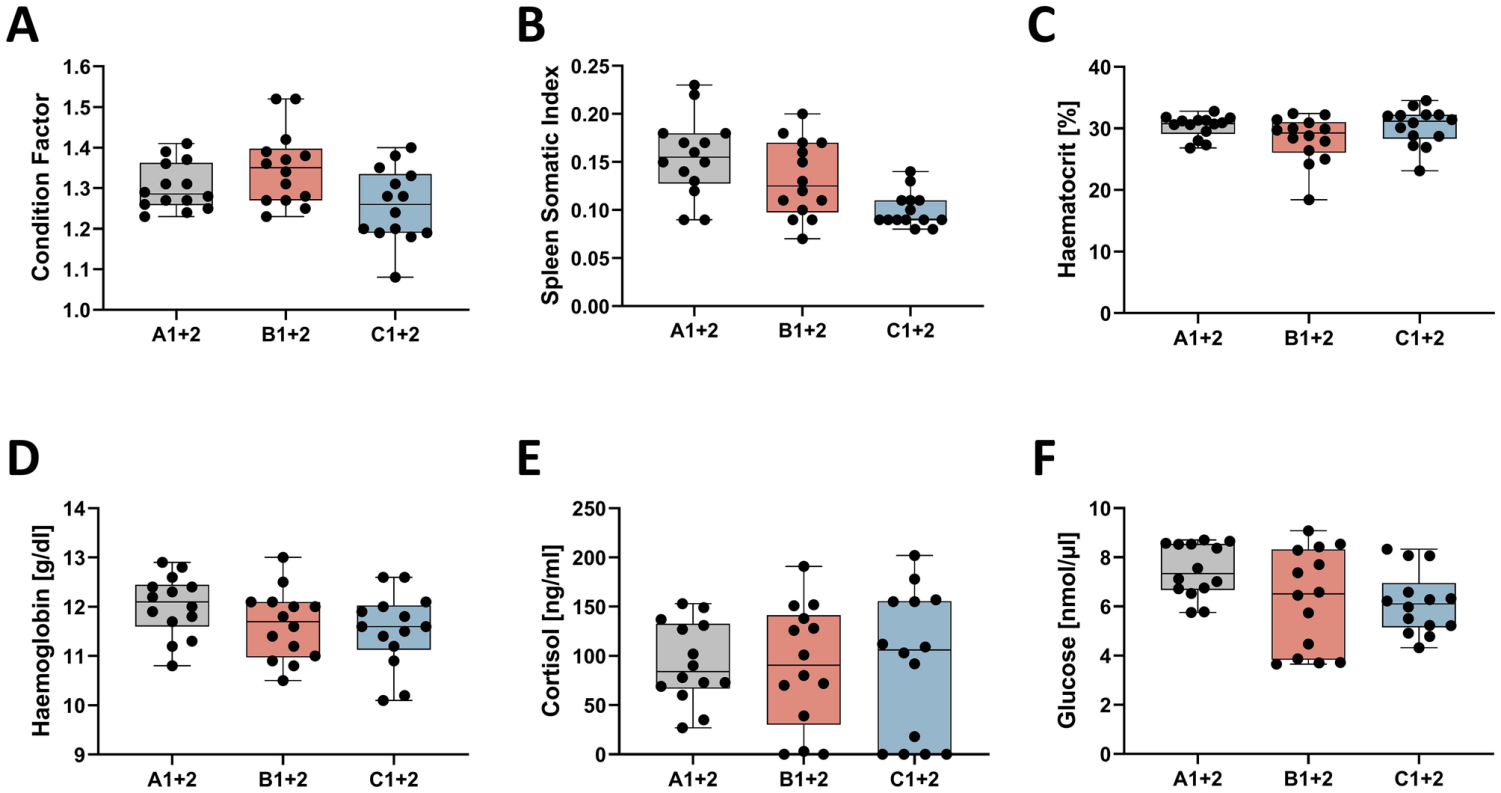
Condition indices and blood parameters. Box and whisker plots illustrating (**A**) condition factor, (**B**) spleen-somatic index, (**C**) haematocrit [%], (**D**) haemoglobin [g/dl], (**E**) cortisol concentration [ng/ml] and (**F**) glucose concentrations [nmol/µl] in plasma of 14 individuals from the experimental tanks as listed along the abscissa (*cf*. Figure 1). Individual measuring points are indicated by black dots; error bars indicate standard deviation.

### Gene-expression profiling in the spleen of trout exposed to critical temperature

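Spleen RNA was compared on Agilent salmon oligonucleotide arrays between the reference group (16 °C, 30 kg/m3), the thermal-challenge group (27 °C, 30 kg/m3) and the combined-challenge group (27 °C, 100 kg/m3), all sampled on day 8. For each group there were 2 RNA pools of 7 spleens, and each pool was hybridised to 2 arrays, so the 12 arrays stand for 6 pools. The pool was taken as the replicate (n = 2 per group), and the 2 arrays of a pool were averaged. Each array carries 62976 spots, of which 61657 are not controls, for 49255 different probes. The deposited values are the intensity of each spot as the authors read it with Feature Extraction, background-subtracted but not normalized between arrays. The share of probes that were significantly above background was 62.8 to 65.9% on the reference arrays (median 63.4%), 54.3 to 62.7% on the thermal-challenge arrays (median 59.6%) and 57.1 to 62.3% on the combined-challenge arrays (median 60.3%). The number of spots at saturation was 0 on every array. Spots of one probe were averaged, the log2 intensities were quantile-normalized, and the 27540 probes above background on every array of at least 1 group were tested, each being 1 feature. Changes were tested with limma on the 6 pools together, and a feature was called DE at a Benjamini-Hochberg adjusted p under 0.05 with a change of more than 2-fold. With 2 pools against 2, an exact permutation test of a single feature cannot give a p below 0.333, so every adjusted p comes from limma's model, which borrows the spread across features. The arrays lie on 3 slides. The first holds reference arrays only, the second holds challenge arrays only, and the third holds 1 reference array and 1 thermal-challenge array, so no slide carries both reference and combined-challenge arrays.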

We detected a strong influence of both challenging conditions on the gene expression in the spleen. In total, the transcript abundance of almost 1,500 genes was modulated at least twofold for rainbow trout exposed to a high temperature alone or a high temperature combined with crowding as compared to the reference fish (Fig. 3A; Gene Expression Omnibus (GEO) accession code: GSE129271).

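In the present values, 1603 features were DE in at least 1 of the 2 comparisons with the reference group, 909 of them upregulated and 694 downregulated. The number of features that were DE in opposite directions was 0 in limma, at the adjusted threshold. The count moved most when fewer pools entered the fit. With only the 2 groups compared in limma's fit, 0 features passed in either comparison (lowest adjusted p = 0.0746 and 0.0551), against 2381 and 3606 features past 2-fold at an unadjusted p under 0.05. Leaving out any 1 of the 6 pools also gave 0 DE features in both comparisons, with the residual degrees of freedom falling from 3 to 2 and 1 pool of a group assumed to vary like the other groups. The unadjusted counts then lay between 2102 and 2615 for the thermal challenge and between 3269 and 3882 for the combined challenge. With the replicate block the number DE in at least 1 comparison was 2786, and with the 12 arrays counted as separate samples it was 4225.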

**Figure 3:**
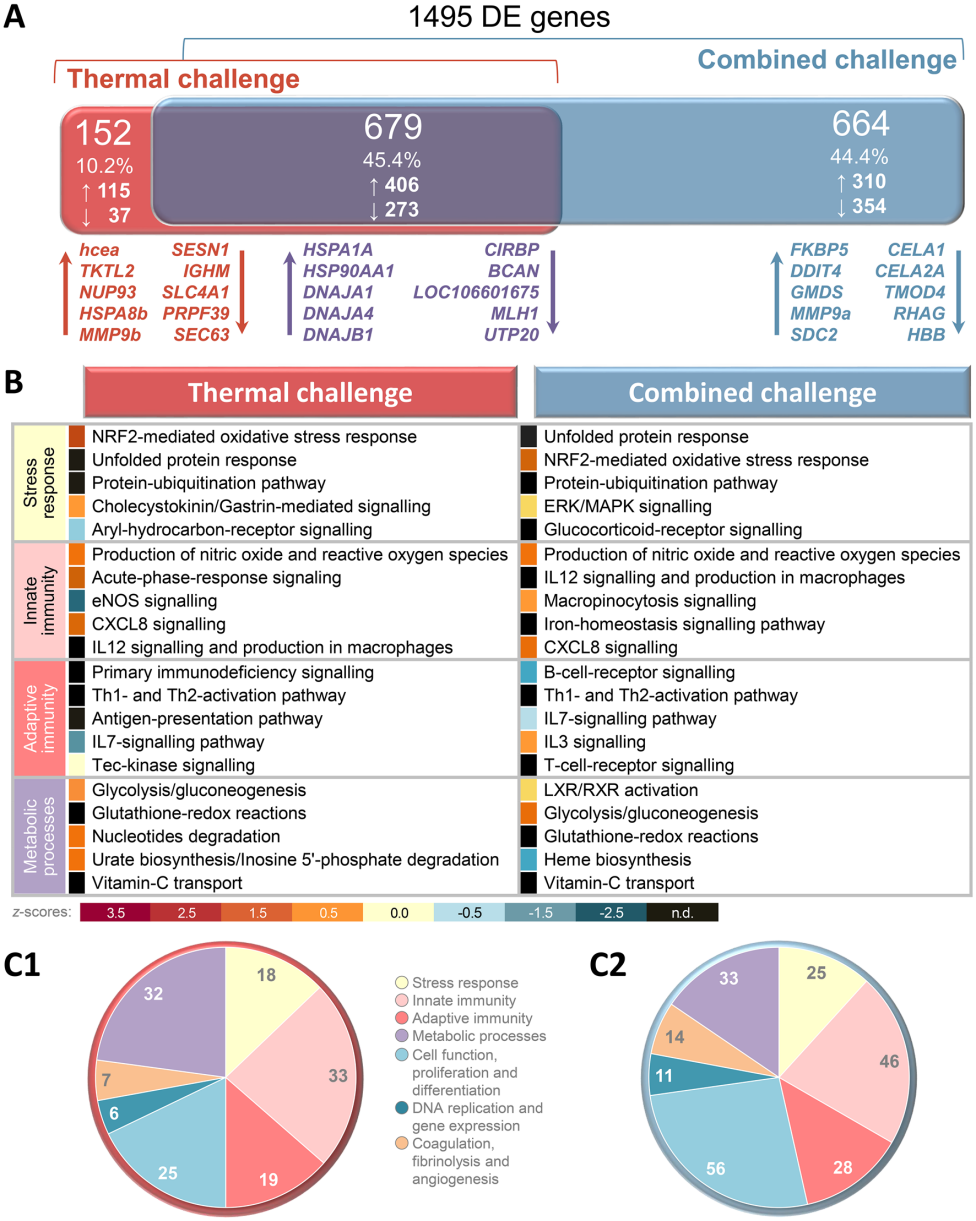
Classification of differently expressed genes. (**A**) Venn diagram illustrating the absolute number, the percentage and the number of up- (↑) and down-regulated (↓) DE features in the spleen of rainbow trout exposed to high temperature (red), or high temperature combined with crowding (blue) relative to the expression values obtained for the reference group. The overlap (purple) depicts the proportion of DE genes shared by both challenge groups. The diagram was calculated based on Agilent ID lists; the five most up- and downregulated genes in the respective lists are shown below the Venn diagram. (**B**) A pathway analysis of those genes differentially expressed after thermal challenge (left side of table) and after combined challenge (right side). The pathways were sorted according to the biofunction categories “stress response”, “innate immunity”, “adaptive immunity” and “metabolic processes”; the 5 most strongly affected pathways are listed. The colour code below the table indicates the z-score values. The total number of affected pathways was assigned to seven categories, which are shown in the two separate pie charts for (**C1**) temperature stress alone or (**C2**) combined temperature/crowding stress.

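Genes shown in Fig. 3A were looked up by the names in the files. *NUP93* was DE after the thermal challenge, at 11.50 ± 0.16 (SD, n = 2 pools) against 9.64 ± 0.12 in the reference group, a log2 fold change of 1.86 (limma's adjusted p = 0.0418), and not after the combined challenge (0.72, adjusted p = 0.124). *HSPA8b* was DE after both, with 1.96 and 1.93. *SLC4A1* changed by -0.60 after the thermal challenge (adjusted p = 0.300) and was DE after the combined challenge at -1.76 (adjusted p = 0.0356), as was *RHAG* at -1.79 (adjusted p = 0.0301). *HBB* was not DE by its brightest of 16 probes (-0.86 after the combined challenge, adjusted p = 0.0504), while 9 of the 16 were. *TKTL2* had a log2 fold change of 1.53 and 1.39 and did not pass (adjusted p = 0.0837 and 0.0553), but the latter did with the replicate block (adjusted p = 0.0469, between 0.000220 and 0.287 over all alternatives). The matrix metalloproteinase *MMP9*, whose copies the files do not tell apart, had 1.91 after the thermal challenge with a standard error of 1.04, and leaving out 1 pool gave values from 0.27 to 3.55. *CELA1* had -3.12 after the combined challenge with a standard error of 1.76, and leaving out 1 pool gave values from -5.06 to -1.18, since its level differed widely between the pools of a group (8.99 and 12.88 in the reference group). *hcea* had 2.14 after the thermal challenge (adjusted p = 0.173). *SESN1*, *IGHM*, *PRPF39*, *GMDS*, *SDC2* and *TMOD4* were not DE by their brightest probe in either comparison, with adjusted p between 0.115 and 0.978. No tested probe is named in the files for *BCAN*, *LOC106601675*, *UTP20*, *SEC63*, *DDIT4* and *CELA2A*.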

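After the thermal challenge, 348 features were DE, with 269 upregulated (77.3%) and 79 downregulated. With the pool number as a replicate block, the count was 651. The feature with the largest rise was Clusterin-1 (probe A_05_P411522), whose log2 intensity was 9.99 ± 0.40 (SD, n = 2 pools) against 3.63 ± 1.26 in the reference group, a log2 fold change of 6.36 (standard error 0.61, limma's adjusted p = 0.0301). Its reference signal was well above background on 1 of 4 arrays, so its fold and its rank are open. A feature named Heat shock 70 kDa protein (A_05_P252849) followed with 5.63 (standard error 0.45, adjusted p = 0.0273), and Heat shock protein HSP 90-alpha with 5.38. The next were the unnamed feature A_05_P410672, at least 17.2-fold higher, and LOC563836 protein, at least 10.0-fold higher, both of which were not well above background on any reference array. Among the falls, the unnamed feature A_05_P406932 was at least 5.97-fold lower, with a log2 intensity of 7.90 and 6.65 in the reference pools. It lost its call with the replicate block (adjusted p = 0.0502 in limma, between 0.000189 and 0.212 over all alternatives). A probe of Cold-inducible RNA-binding protein (A_05_P365247) fell by 3.82 on the log2 scale, 1 of 2 Lectin probes by 3.43 and NADP+--arginine ADP-ribosyltransferase 1 by 2.94, and thymidylate kinase was at least 2.34-fold lower. The other Lectin probe went the other way (0.86) and was not DE.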

Gradual thermal rise to a temperature of 27 °C (thermal-challenge group B) caused the different regulation of 831 features in the spleen—i.e., 521 upregulated and 310 downregulated features (Fig. 3A)—relative to the reference group A, which was kept at 16 °C. Accordingly, approximately two-thirds (62.7%) of the entire set of differentially expressed (DE) genes in the spleen of rainbow trout exposed to high temperature was upregulated. These DE genes were assigned to 140 canonical pathways using the ingenuity pathway (IPA) programme. The three most highly temperature-affected pathways were assigned to the biofunction category “stress response”. These were (1) the *nuclear factor erythroid 2–related factor (2NRF2)-mediated oxidative stress response* (involving 27 DE genes), (2) *unfolded protein response* (14 DE genes) and (3) *protein ubiquitination pathway* (23 DE genes) (Fig. 3B).

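The gene lists of the pathway programme were not used here, so each pathway was represented by a hand-written list of gene symbols, with the brightest probe for each gene. Lists were tested with limma's camera at a preset inter-gene correlation of 0.01, and the p-values of 18 lists in 3 comparisons were adjusted together. After the thermal challenge, 23 of 33 genes of the NRF2 list were tested, 18 were higher than in the reference group, and the median log2 fold change was 0.75 (adjusted p = 0.000117). Of these genes, *GSR* alone was DE over all features tested, against 8 higher and 1 lower adjusted over the list alone. The unfolded protein response had 14 of 28 genes tested, 12 of them higher, with a median of 1.48 (adjusted p = 1.37e-08). Its DE genes over all features tested were *CALR*, *CRELD2*, *DNAJC3*, *HSPA5*, *HYOU1*, *MANF* and *PDIA4*, and 8 passed adjusted over the list alone. For protein ubiquitination, 17 of 29 tested genes were higher, the median was 0.05 and the list did not pass (adjusted p = 0.609). In limma 0 of its genes were DE, over all features or adjusted over the list alone, and 4 had an unadjusted p under 0.05. The gene set test moved these results most. Under limma's fry the unfolded protein response held (adjusted p = 0.00166) and the NRF2 list did not (0.0860), and with an estimated inter-gene correlation camera called 0 lists in any comparison.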

Almost a quarter of the temperature-affected pathways (23.6%; *n* = 33) were attributed to the „innate immune system “ (Fig. 3C1). A similarly high proportion was assigned to the category „metabolic processes “ (22.9%; *n* = 32), whereas the number of pathways associated with the „adaptive immune system “ (13.6%; *n* = 19) and “stress response” (12.9%; *n* = 18) was significantly lower.

### Gene-expression profiling in the spleen of trout exposed to a high temperature combined with crowding

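After the combined challenge, 1571 features were DE against the reference group, 880 of them upregulated and 691 downregulated. The replicate block raised this to 2718. Heat shock protein 30 (A_05_P351892) rose most, from a log2 intensity of 4.67 ± 0.54 (SD, n = 2 pools) to 12.28 ± 1.66, a log2 fold change of 7.61 (standard error 0.84, limma's adjusted p = 0.0237). Clusterin-1 followed with 6.79 and an uncharacterized protein named CREM with 5.77. The place of Clusterin-1 in this order is open, since it was well above background on 1 of 4 reference arrays. Claudin-3 was at least 15.8-fold higher and heat shock 70kDa protein 4-like at least 12.3-fold higher, since neither was well above background on any reference array. Of the 3 Claudin-3 probes, 2 were DE and higher and 1 was lower (-0.79). The limit of heat shock 70kDa protein 4-like depends on the pool, with a log2 intensity of 6.60 and 9.13 in the combined-challenge pools. The largest fall was in a feature named immunoglobulin heavy chain (A_05_P250019), from 12.53 ± 0.76 to 7.32 ± 0.33 (SD, n = 2 pools), a log2 fold change of -5.20 (standard error 0.51, limma's adjusted p = 0.0208). A Lectin probe fell by 4.48, the Cold-inducible RNA-binding protein feature by 4.23 and a zgc-named protein (A_05_P382517) by 4.08, and the unnamed feature A_05_P254579 was at least 4.31-fold lower. The other of the 2 Lectin probes went the other way (1.47) and was not DE. Without 1 of the combined-challenge or reference pools, the log2 fold change of Heat shock protein 30 lay between 6.44 and 8.78.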

The combination of high temperature and crowding (combined-challenge group C) resulted in 1,343 DE genes in the spleen of challenged trout as compared to reference group A. In comparison with the expression data from the thermal-challenge group B versus group A, the upregulated genes increased in the combined-challenge group C by 37.4% to 716 DE genes, and the downregulated genes increased by 102.3% to 627 DE genes. Consequently, the ratio of up- and downregulated features after the combined challenge—accounting for 56.6% and 43.4%, respectively—revealed more balance than what was observed with high temperature alone.

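In the combined-challenge comparison, 56.0% of the DE features were upregulated. The ratio of up- to downregulated features was 1.27 after the combined challenge and 3.41 after the thermal challenge. With quantile normalization replaced by scaling to the 75th percentile, the ratios were 1.19 and 3.40. With arrays as samples they lay closest together of the fits that called features in both comparisons at the adjusted threshold, at 1.18 and 1.42.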

The list of genes differentially expressed in response to the combined challenge was assigned to 213 canonical signalling pathways. 

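In the combined-challenge group, the unfolded protein response list had a median log2 fold change of 1.79 against the reference group, with 12 of 14 genes higher (camera's adjusted p = 7.69e-08). Its 8 DE genes included *PDIA3* in addition to those found after the thermal challenge, and 10 genes passed adjusted over the list alone. For the NRF2 list the median was 0.59 with 17 of 23 genes higher (adjusted p = 0.00442). *GSR* and *TXN* were DE and higher and *ME1* was DE and lower, against 7 higher and 2 lower adjusted over the list alone. Under fry the first list kept its call (adjusted p = 0.00166) and the NRF2 list lost it (adjusted p = 0.118), as it did with the slide as a fixed block (adjusted p = 0.148, between 0.00133 and 0.510 over all alternatives).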

As with the temperature-affected pathways, the *NRF2-mediated oxidative stress response* (involving 35 DE genes) and the *unfolded protein response* (19 DE genes) were the two major pathways affected by the combined challenge. More than a quarter of the pathways affected by high temperature and crowding (26.3%, *n* = 56) were attributed to the category “cell function, proliferation and differentiation” (Fig. 3C2). Approximately a fifth of all affected pathways were related to “innate immunity” (21.6%, *n* = 46). In comparison, the combined challenge modulated a significantly lower number of pathways associated with the “adaptive immune system” (13.1%; *n* = 28) and “stress response” (11.7%; *n* = 25).

### Identification of common and unique splenic pathways modulated by high temperature alone or by the combined temperature/crowding challenge

The two DE gene lists derived from the thermal- and combined-challenge sub-experiments share 679 common genes (Fig. 3A). Of these, the greater proportion of 406 genes (59.8%) was upregulated. 

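In the present lists, 316 features were DE after both challenges, which is 90.8% of the DE features of the thermal challenge. The replicate block gave 583. Because both lists use the same reference pools, unchanged groups were simulated against those pools. Over all 27540 features the log2 fold changes of the challenges had a correlation of 0.841, against a median of 0.498 and a highest value of 0.533 in 100 simulations with independent features. These are correlations across features, which are not independent replicates. Top lists of the observed sizes overlapped by a median of 173 and at most 192 features in the simulations. When the features of a simulated pool were instead made to move together, the overlap was as large as observed in 20 of 100 simulations. With each challenge set against a reference pool of its own, the correlation was 0.560 and 0.591 for the 2 ways of assigning the pools, and 23 of 100 simulations of that kind reached the lower value. Each pool in those simulations was a random mix of the pool differences seen within the groups. In the data, part of that difference followed the pool number and was balanced across groups, which the simulations did not keep.

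**Figure D1:**
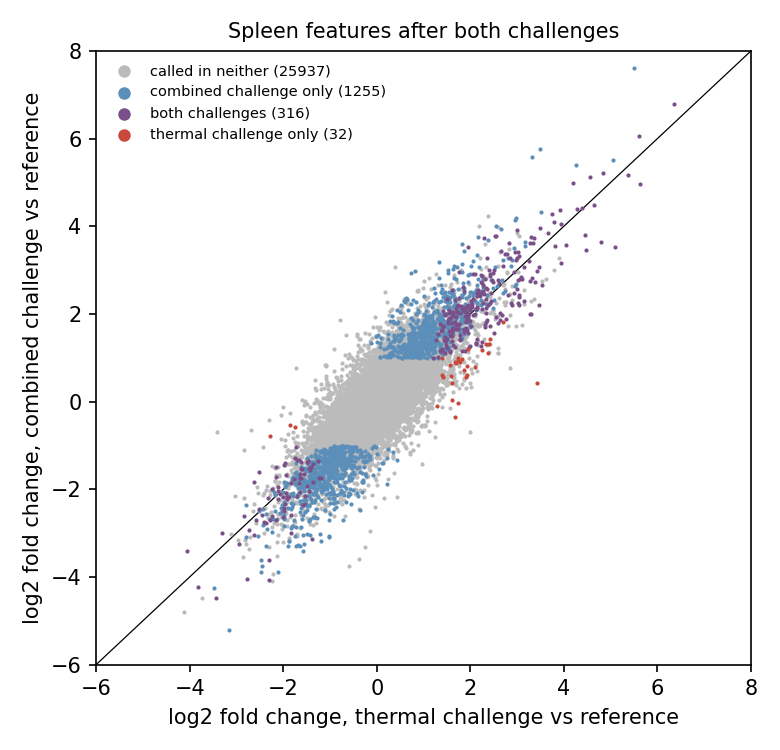
Log2 fold change of each of the 27540 features after the thermal challenge (horizontal axis) and after the combined challenge (vertical axis), both against the reference group. Points are coloured by the list in which a feature was DE: 316 in both, 32 after the thermal challenge only and 1255 after the combined challenge only, with the others in grey.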

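Upregulated features made up 240 of the 316 features, which is 75.9%, and 76 were downregulated. Under the alternatives in scaling the upregulated share was 75.8% with the 75th percentile and 69.7% with normexp background correction. The share was 57.7% with arrays as samples, 58.1% with the slide as a random block and 61.5% with the pool as a random block. With the slide as a fixed block it was 61.0%, with the replicate block 70.5% and with no filter 81.5%.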

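The array carries 93 probes named as heat-shock family members, and 77 of them were tested. Of the features upregulated after both challenges, 25 were heat-shock probes, which is 10.4%. In each challenge group 64 of the 77 probes were higher than in the reference group, with a median log2 fold change of 1.04 after the thermal challenge and 0.91 after the combined challenge. The medians stayed positive under every scaling and filter tried, between 0.60 and 1.62. In all, 25 heat-shock probes were DE after the thermal challenge and 32 after the combined challenge.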

Noteworthy, 10.1% of these upregulated features (*n* = 41) belong to the family of heat-shock protein (HSP)-encoding genes. These include the *HSP90/HSPC*, *HSP70/HSPA*, *HSP40/DNAJ* and *HSP47/SERPINH1* members. These HSP-encoding genes were also the most strongly upregulated features, while cold-inducible mRNA binding protein *(CIRBP)* was the most strongly downregulated gene (< -14-fold) in both gene sets (Fig. 3A). Moreover, 6.2% of the downregulated genes (*n* = 17) were associated with the heavy or light chain of the different immunoglobulin types in trout.

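*HSP90AA1* (A_05_P485612) had a log2 intensity of 14.20 ± 0.13 (SD, n = 2 pools) after the thermal challenge, 13.99 ± 0.26 after the combined challenge and 8.83 ± 0.51 in the reference group. Its log2 fold change after the combined challenge was 5.16 (standard error 0.30, limma's adjusted p = 0.0165). For HSP70, the brightest probe of *HSPA1A* (A_05_P276625) rose by 1.65 (adjusted p = 0.0656) and 0.43 (adjusted p = 0.347), neither past limma's threshold. The less bright probe A_05_P252849 was DE after both challenges, by 4.96 after the combined challenge (adjusted p = 0.0190). *DNAJA4* rose by 4.64 and 4.48, *DNAJB1* by 2.32 and 1.75 and *DNAJA1* by 2.00 and 1.28 after the thermal and combined challenge, and each was DE after both. *SERPINH1* was also DE after both, on 1 of its 2 probes.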

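Ranked among the 240 features upregulated after both challenges, heat-shock probes took 5 of the 10 largest rises after the thermal challenge and 3 of 10 after the combined challenge. The highest rank of a heat-shock probe was 2 after the thermal and 4 after the combined challenge. Both ranks are open, since Clusterin-1, which lies above them, was well above background on 1 of 4 reference arrays. The heat-shock probes' median log2 fold change was 2.93 and 2.88, against 2.06 and 2.13 for the other features of the same list. Heat shock protein 30 rose by 7.61 after the combined challenge but is outside that list, since it was not DE after the thermal challenge. Its log2 intensity was 9.71 and 10.64 in the thermal-challenge pools, against 5.04 and 4.29 in the reference pools. Among the 76 downregulated features, the highest rank of a *CIRBP* probe was 2 in both comparisons. That probe, A_05_P365247, changed by -14.1-fold and -18.8-fold. After the thermal challenge its rank is open, since the feature above it, A_05_P406932, was not well above background on any thermal-challenge array. The brightest *CIRBP* probe (A_05_P365512) had a log2 intensity of 14.27 ± 0.08 (SD, n = 2 pools) in the reference group and 12.50 ± 0.26 and 12.50 ± 0.12 after the thermal and combined challenge, a log2 fold change of -1.77 in both (limma's adjusted p = 0.0387 and 0.0241). Of the 13 *CIRBP* probes, 4 were DE after the thermal and 6 after the combined challenge.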

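Of 86 immunoglobulin probes on the array, 65 were tested. Most were lower after the challenges, 63 of 65 after the thermal and 60 of 65 after the combined challenge, with a median log2 fold change of -0.99 and -0.88. The medians were negative under every scaling and filter tried. In limma, 0 of these probes were DE after the thermal challenge, where 23 passed 2-fold at an unadjusted p under 0.05, and 9 were DE after the combined challenge, where 20 did. The number of immunoglobulin probes downregulated after both challenges was therefore 0, against 13 at the unadjusted p, 3 with the replicate block and 14 with arrays as samples. *IGHM*, by its brightest probe, changed by -0.13 ± 0.19 (standard error) and 0.03 ± 0.19 on the log2 scale. That probe was the only one of the 11 *IGHM* probes that was not lower after the combined challenge. Its log2 intensity was 18.35 in both reference pools, near the top of the arrays, where quantile normalization sets values by rank. Its small change is therefore weak evidence that *IGHM* stayed the same.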

Accordingly, the analysis of the pathways induced by the thermal challenge and the combined challenge revealed that the typical “stress pathways” that are dependent on HSPs (the *unfolded protein response*, the *NRF2-mediated oxidative stress response* and the *protein-ubiquitination pathway*) and immunoglobulins (*primary immunodeficiency signalling*), were significantly affected by both experimental conditions (Fig. 3B). In addition to the biofunction cluster “stress response”, the categories “innate immunity” (*production of nitric oxide and reactive oxygen species*, *CXCL8 signalling*, *IL12-signalling and production in macrophages*), “adaptive immunity” (*Th1- and Th2-activation pathway*, *IL7-signalling pathway*) and “metabolic processes” (*glycolysis/gluconeogenesis*, *glutathione-redox reactions*, *vitamin-C transport*) contain pathways which were highly affected both by high temperature alone and by the combined challenge (Fig. 3B). 

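For protein ubiquitination after the combined challenge, the list's median log2 fold change was 0.04 with 15 of 29 genes higher (camera's adjusted p = 0.489), and *PSMB7* alone was DE. Immunodeficiency signalling was represented by B-cell lists. The B-cell-receptor list had a median of -0.16 after the thermal challenge (9 of 12 genes lower, adjusted p = 0.156) and -0.55 after the combined challenge (10 of 12 lower, adjusted p = 0.0115), where *BTK* and *POU2AF1* were DE. The latter call did not hold under fry (adjusted p = 0.0557). B-cell and immunoglobulin markers had a median of -0.82 and -0.72 after the thermal and combined challenge, with 7 and 5 of 8 genes lower, and passed in neither comparison (adjusted p = 0.0970 and 0.145). Adjusted over the list alone, 2 of these genes were lower and 1 higher after the thermal challenge, and 3 were lower and 1 higher after the combined challenge.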

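The list for CXCL8 signalling and neutrophil inflammation had 6 genes tested. Its median log2 fold change was 1.11 after the thermal and 1.32 after the combined challenge, with 5 of 6 genes higher in both (camera's adjusted p = 0.00981 and 0.00949). *HAMP* was DE after both challenges and *CEBPB* after the combined challenge. The T-cell-receptor and IL7 list had a median of -0.40 (8 of 9 genes lower) and -0.15 (6 of 9 lower) and passed in neither comparison (adjusted p = 0.195 and 0.647). T-cell markers, of which several also stand in that list, had a median of -0.43 after the thermal challenge (8 of 9 genes lower, adjusted p = 0.0434) and -0.15 after the combined challenge (6 of 9 lower, adjusted p = 0.237). With scaling to the 75th percentile the former did not pass (adjusted p = 0.0636, between 0.00823 and 0.627 over all alternatives). *EOMES* and *PRF1* were DE and lower after the combined challenge. Glycolysis genes were higher, with a median of 0.46 after the thermal challenge (12 of 16 genes, adjusted p = 0.00469) and 0.73 after the combined challenge (13 of 16 genes, adjusted p = 0.00105), where *PGAM1* and *TPI1* were DE. Myeloid cell markers were also higher, with a median of 0.56 after the thermal challenge (13 of 17 genes, adjusted p = 0.00136) and 0.51 after the combined challenge (16 of 17 genes, adjusted p = 0.00209). Adjusted over the list alone, 3 and 4 genes of the CXCL8 list and 1 and 3 glycolysis genes were higher after the thermal and combined challenge. Of the calls named here, glycolysis after the combined challenge held under fry (adjusted p = 0.0461) and the others did not. The lists of the nitric oxide, IL12, Th1 and Th2 and vitamin C pathways were not analysed here.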

In essence, the high proportion of commonly regulated genes is well reflected by a high degree of shared pathways, which indicates the various physiological aspects of a response to adverse water temperatures (Fig. 3C1) and the combination of adverse temperatures and stocking densities (Fig. 3C2). Nevertheless, it should be noted that the number of pathways belonging to the category „cell function, proliferation and differentiation “ has more than doubled in the combined-challenge dataset (*n* = 56, Fig. 3C2) compared with the thermal-challenge dataset (*n* = 25, Fig. 3C1).

The comparison of both DE-gene lists also revealed clusters of DE genes which were uniquely regulated either after thermal or after combined challenge (Fig. 3A). 

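After the thermal challenge alone, 32 features were DE that did not pass after the combined challenge, and 29 of them (90.6%) were upregulated. With the replicate block the count was 68. The direct comparison of the challenge groups, in limma, called 0 of them, and 19 passed it with 2-fold at an unadjusted p under 0.05.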

Critical temperature alone regulated 152 unique features (i.e., those genes not included in the DE gene list of the combined-challenge group), 115 (75.7%) of which were upregulated. In comparison, the combined challenge altered the expression of more than a fourfold number of unique genes (*n* = 664) with about a similar amount of up regulated features (*n* = 310) was there were downregulated features (*n* = 354).

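In the present lists, 1255 features were DE after the combined challenge only, 640 upregulated and 615 downregulated. With the replicate block the count was 2135. Of the 1255 features, 1244 (99.1%) changed in the same direction after the thermal challenge. In that comparison 699 of them passed 2-fold and 1097 had limma's unadjusted p under 0.05, so most missed the list by the thresholds. Whether a feature differed between the challenges was tested by comparing the groups directly. In limma 0 of the 1255 features passed that comparison, and 194 (15.5%) passed 2-fold at an unadjusted p under 0.05. With arrays as samples, 189 features were both unique to the combined challenge and DE in the direct comparison, and with the pool as a random block 76.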

The exclusive thermal-challenge DE genes were involved in 140 pathways, while the exclusive combined-challenge DE genes were involved in 213 pathways (Fig. 4A). Both pathway sets overlapped by 52% with 120 shared pathways, majorly the *unfolded protein response, the NRF2-mediated oxidative stress response or eNOS signalling* (Fig. 4B, central pie chart). In the thermal-challenge group, only 20 pathways were uniquely modulated, including the activated *melatonin-signalling* pathway and four downregulated pathways (Fig. 4B, left pie chart). Remarkably, almost half of these temperature-affected pathways were related to metabolism (*n* = 9). In the combined-challenge group, 93 pathways were uniquely modulated, a third of which were predicted to be upregulated (*n* = 31) and a fifth of which was predicted to be downregulated (*n* = 19). Most of these combined-challenge-affected pathways were related to cellular functions (*n* = 34) and innate immunity (*n* = 19). Compared to the thermal-challenge dataset, the proportion of metabolic pathways was significantly decreased (from 45 to 11%) in the combined-challenge dataset, while the proportion of cellular functions increased (from 15 to 37%). Moreover, DNA-replication and gene-expression pathways (5%, *n* = 5) were affected by the combined challenge, but not by high temperature alone.

**Figure 4:**
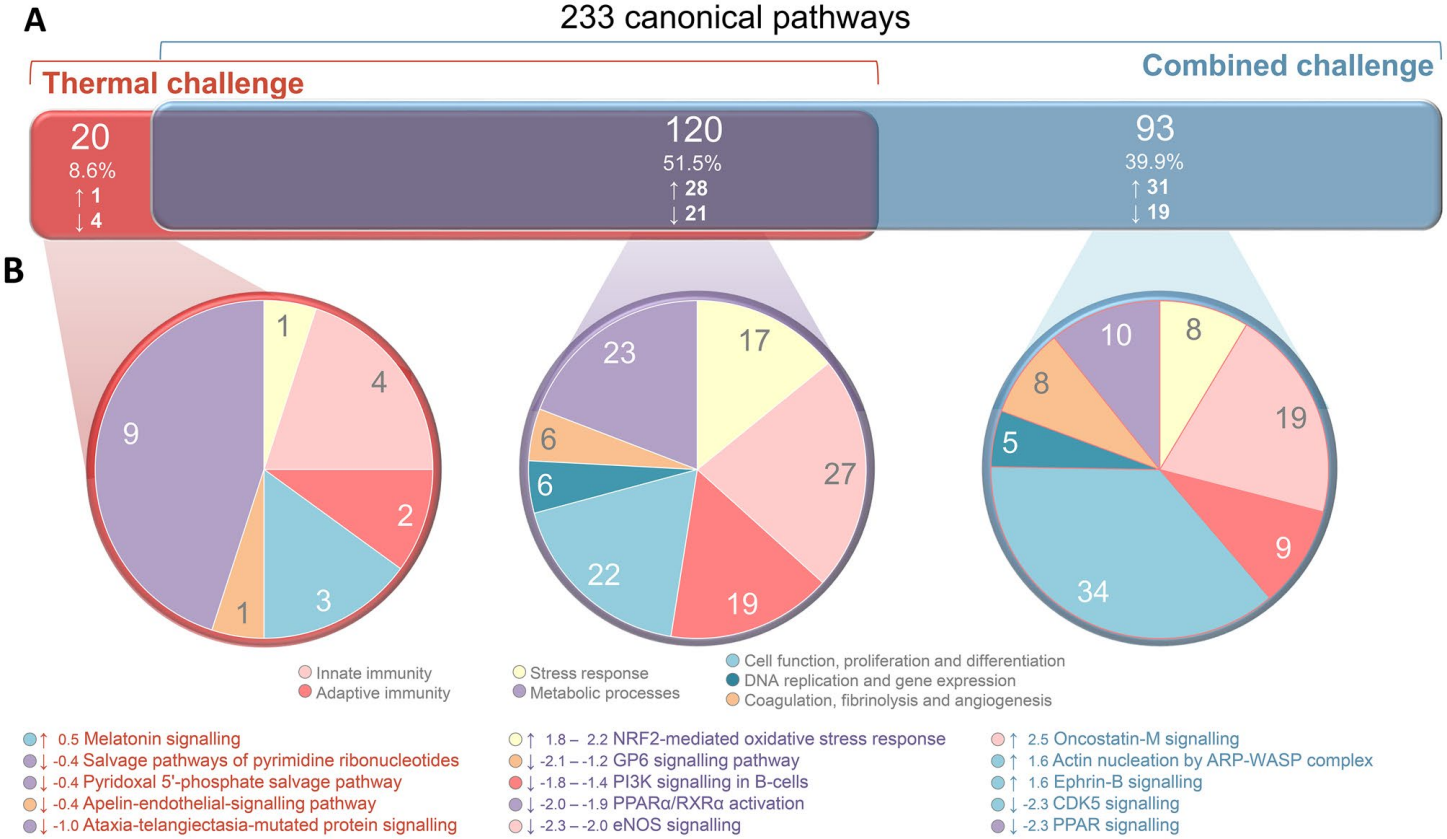
Classification of canonical pathways. (**A**) Venn diagrams illustrating the absolute number, the percentage and the number of activated (↑) and repressed (↓) pathways in the spleen of rainbow trout exposed to high temperature (red), or high temperature combined with crowding (blue) based on the 816 DE genes which are unique for one of the challenges. The pathways were sorted according to the same seven biofunction categories introduced in Fig. 3C. The pie charts depict the categorised pathways (**B1**) exclusively affected by thermal challenge, (**B2**) commonly affected by thermal and combined challenge and (**B3**) exclusively affected by combined challenge. The five most strongly affected pathways are listed with their z-score values below the charts.

### Impact of combined challenge on the growth of bacteria in trout serum

A common test for assessing immune capacity is to record the growth of bacteria in blood plasma^49,50^. In the plasma of rainbow trout exposed to high water temperature (group B) or high temperature combined with crowding (group C), we counted 7.8 to 27.5 times more *A. salmonicida* after 24-h incubation compared to the bacterial growth in the plasma of reference trout (group A) (Fig. 5).

**Figure 5:**
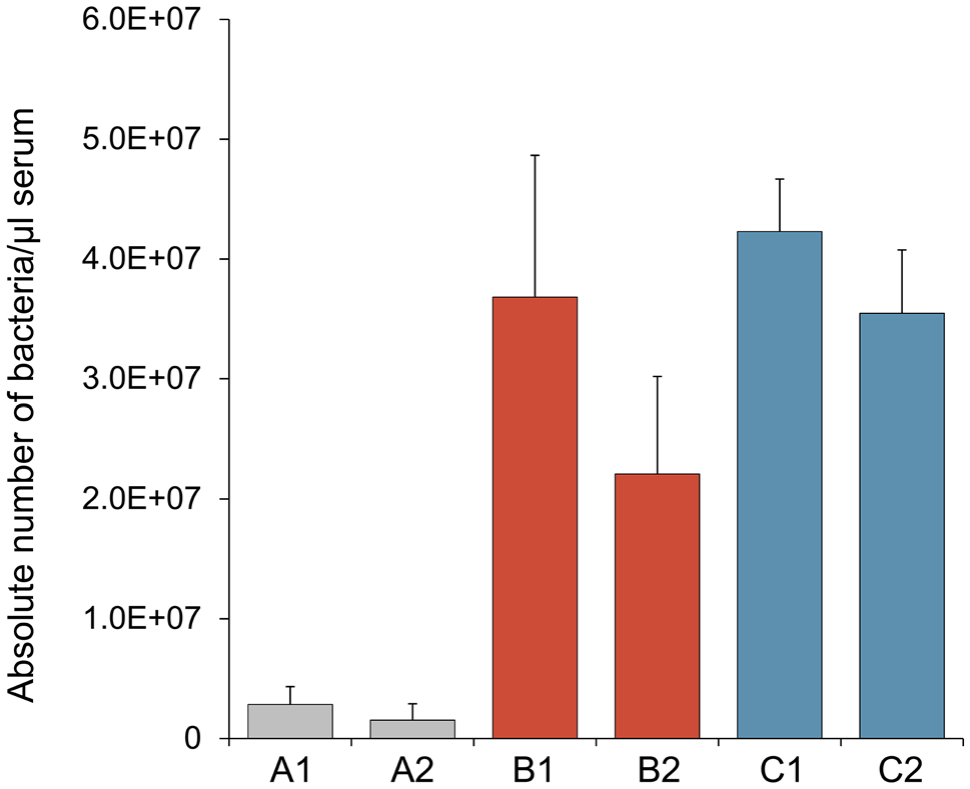
Quantification of the *A. salmonicida* titre in serum isolated from rainbow trout from the experimental tanks as listed along the abscissa (*cf*. Figure 1). Graphs represent the mean values of five fish + SD (error bars).

### Impact of combined challenge on the composition of peripheral blood leukocytes

Since leukocyte profiles are considered informative stress indicators^51^, we analysed the cell composition of peripheral blood leukocytes in the combined-challenge group (group C) relative to the reference fish (group A). To evaluate the proportion of thrombocytes, IgM-positive B cells, T cells and myeloid cells, we used a previously established flow-cytometry protocol^52^. While the proportion of myeloid cells remained at a similar level (Fig. 6A), the proportion of IgM-positive B cells decreased from 41.8% in the control group to only 2.4% in the combined- challenge group (Fig. 6B). Similarly, the proportion of T cells dropped from 4.4% (group A) to 1.0% (group C) (Fig. 6C), simultaneously with the proportion of thrombocytes decreasing from 25.1% (group A) to 15.4% (group C) (Fig. 6D).

**Figure 6:**
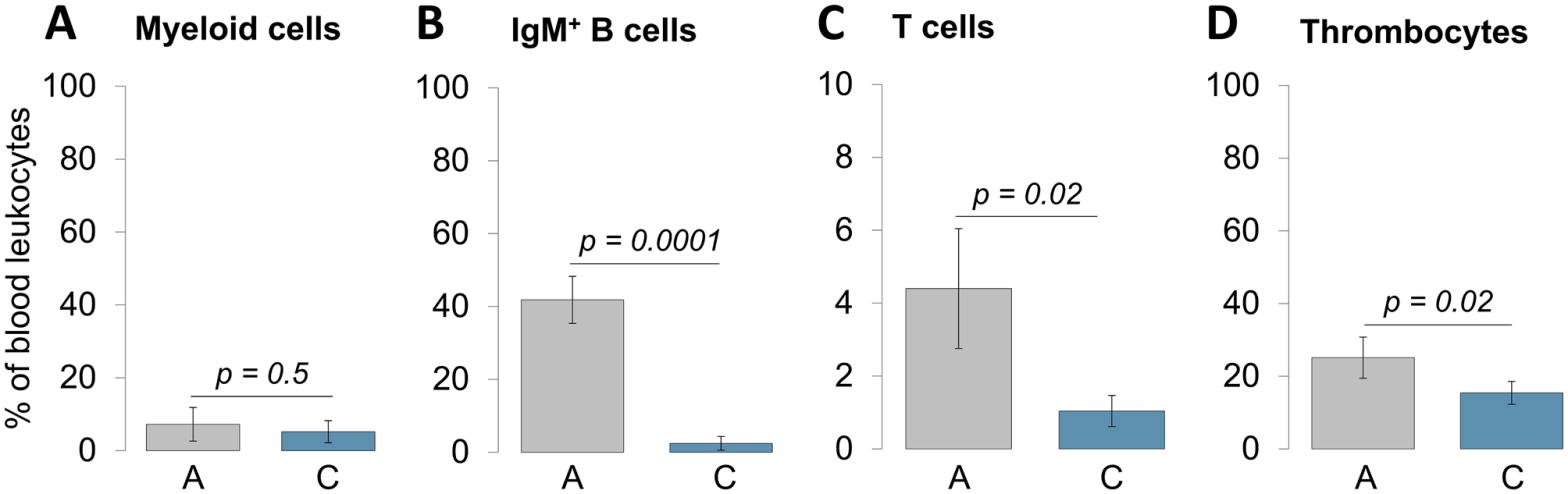
Quantification of the proportion of (**A**) myeloid cells, (**B**) IgM-positive B cells, (**C**) T cells and (**D**) thrombocytes relative to the total amount of blood leukocytes. The cell-sorting procedures were performed with leukocytes from non-challenged rainbow trout (grey bars) and rainbow trout exposed to the combined challenge (blue bars). Graphs represent the mean values of 10 fish (five fish per tank) ± SD (error bars). *P* values are indicated.

### Expression profiling of immune-relevant genes in stimulated head-kidney cells from challenged versus non-challenged trout

Finally, we determined the impact of previous exposure to critical temperature and crowding on immune responses in vitro. To this end, we isolated head-kidney cells from trout of groups A (reference) and C (combined challenge), stimulated these leucocyte-enriched cultures with *A. salmonicida* and profiled the expression of the inflammation-related genes *TNF*, *IL1B, CXCL8, IL6, TGFB1* and *MHCIIB*.

In the head-kidney cells of control group A, the expression of the immune marker genes *TNF*, *IL1B*, *CXCL8* and *IL6* (Fig. 7A–D) increased significantly in response to live *A. salmonicida* while the expression of *TGFB1* and *MCHCIIB* slightly decreased (Fig. 7E,F). A transcriptional response to the stimulation with inactivated *A. salmonicida* was also detectable but less pronounced. The stimulation of head-kidney cells from group C with inactivated *A. salmonicida* did not modulate the transcript levels of the investigated cytokines (Fig. 7, blue bars). In contrast, the stimulation with *A. salmonicida* increased the expression of *IL1B*, *CXCL8* and *IL6*, although to a lower extent as observed for control group A.

**Figure 7:**
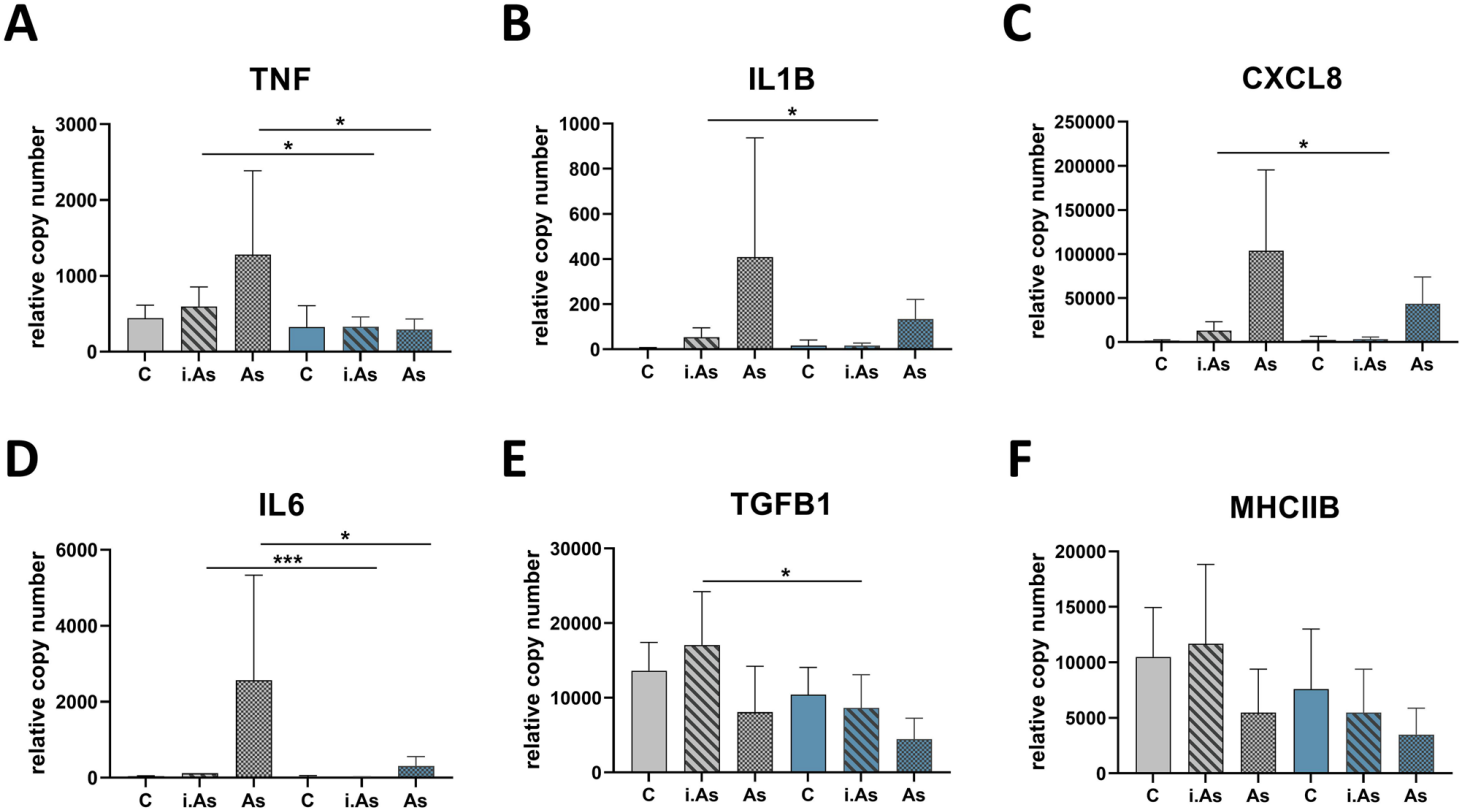
Expression profiling of **(A)** *TNF*, **(B)** *IL1B*, **(C)** *CXCL8*, **(D)** *IL6*, **(E)** *TGFB1*, and **(F)** *MHCIIB* in stimulated head-kidney cells isolated from five non-challenged fish (grey bars) or fish exposed to combined challenge (blue bars). Bars represent the mean copy number + SD (*n* = 8; four fish per tank) normalised to the reference gene *EEF1A1*. Cells from both challenge groups remained untreated (non-textured bars) or they were stimulated with inactivated (i.*As*; hatched bars) or viable *A. salmonicida* (*As*; spotted bars). Significant differences in expression relative to the transcript level in the control group are indicated by asterisks (*, *p* < .05; ***, *p* < .001).

## Discussion

### The persistent challenge of rainbow trout in the present study is reflected by distinct expression profiles, but not by altered condition indices and blood parameter levels

The rapid and reliable detection of an informative set of (salmonid-specific) bioindicators allows conclusions on the nature and severity of a multifactorial stress burden and thus significantly improve animal-welfare concepts and the health of farmed fish in aquaculture facilities. The objective of the present study was to discover novel animal-based biomarkers and evaluate well-known existing ones based on transcriptome profiling and to derive inferences about the onset of suggestive pathways. The combination of different techniques, which allow quantifying multiple parameters with relevance to distinct stress responses, is established as a promising approach to assess the individual welfare status^53^.

The present study was based on the recording of primary (cortisol level), secondary (glucose level, haematocrit, leukocyte count, gene expression) and tertiary (condition factor, spleen-somatic index, cellular immune competence) stress indicators. Notwithstanding our expectations, the levels of the analysed non-transcript-based parameters were non-significantly different between the reference (A) and challenge groups (B, C), which might indicate similar physiological states of the animals investigated. The body-score values, in particular, were in the physiological range^54–56^. In stark contrast, the microarray analysis and subsequent experiments with primary cell cultures from control and challenged fish indicate extensive physiological reactions following the experimental challenge. This apparent contradiction is likely to have arisen from the sampling time point chosen. The duration of our experiment ranged between “short-term” and “long-term” and might correspond to a state well after the acute response to the disturbed homeostasis but presumably before the desensitisation to (a) stressor(s) associated with the adaptation processes. The plasma cortisol level, for instance, is undoubtedly an informative indicator of acute stress but in rare cases for chronic stress^57^. The same applies to the glucose concentration^58^. The blood glucose concentrations of all animals examined here were slightly above normal^59^ and most likely reflect our ad-libitum feeding regime. Whereas glucose levels should therefore not be overestimated as an indicator of stress in the present study, the measured cortisol concentrations indicate a general activation of the hypothalamus–pituitary–interrenal axis, commonly known as the stress axis. Although strikingly different cortisol levels have been reported in *Oncorhynchus* spp. under pre-stress conditions (< 2 – > 500 ng/ml)^5^, a concentration below 10 ng/ml is generally considered physiological^60^, and a concentration above 40 ng/ml indicates stress^58,60^. In the present study, the elevated cortisol concentrations likely do not mirror the exposure to adverse temperature and stocking density but rather the acute stress of the sampling procedure including netting, transfer and anaesthesia^61–63^, accompanied by significant inter-individual variabilities. However, the transcription of genes involved in acute stress responses takes a significantly longer period of time^64^ than is required to catch and anaesthetise fish. For this reason, the quantification of transcript levels is supposed to be the more suitable technique in the present study to assess the long-term responses to adverse environmental conditions. If another, uncontrolled factor elevated the cortisol concentration in control and challenged trout, we cannot exclude that this unknown factor also influenced the expression profiles of the three treatment groups and weakened the expression differences.

Regarding the critical temperature of 27 °C and the no less-critical stocking density of 100 kg/m^3^, it would be expected that several functional pathways are induced, which are related to the heat shock, increased energy demand and altered immune defence. The questions remain (1) whether the clear transcriptional responses observed on day eight after the onset of the heat challenge and the heat-crowding challenge, respectively, attenuate or augment over a further extended challenge period and (2) to what extent the presently recorded transcript levels are representative for the long-term exposition to these challenge factors. We can only speculate that the persistent challenge with such an extreme water temperature and the inconvenient stocking conditions will increasingly display various tertiary indicators on the whole-body performance, which would indicate serious detrimental effects and elevated mortality of the rainbow trout.

### Critical temperature and crowding interact synergistically

Our transcriptomic analyses of the rainbow trout spleen revealed that the combination of high temperature (27 °C) and high stocking density (100 kg/m^3^) results in an increased number of DE genes by 162% compared with high temperature (27 °C) alone. Of these, the proportion of upregulated genes was 1.3- to 1.7-fold greater than the proportion of downregulated genes. It is hardly surprising that almost half of the overall regulated genes were present in both sets, as the two challenge groups have been exposed to high temperatures, which are known as major stressors for poikilothermic fish. Nevertheless, we identified two sets of uniquely regulated genes that characterise the response to either high temperature alone or high temperature combined with crowding. 

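Set against the thermal challenge, the number of DE features after the combined challenge was 451%, a ratio of 4.51. The ratio depended on the fit and was 4.18 with the replicate block, 1.59 with arrays as samples, 1.70 with the pool as a random block and 1.30 with the slide as a fixed block, while it was 5.24 with scaling to the 75th percentile and 6.48 with no filter.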

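Of the 1603 features DE in either list, 19.7% were in both. This share was 43.3% with arrays as samples and 49.0% with the slide block, and 13.6% with no filter.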

Remarkably, the number of DE genes unique to the combined challenge is more than four times higher than the number of DE genes unique to the thermal challenge. This suggests a synergistic interaction of the two challenge factors, especially since our previous study on stocking density in rainbow trout^36^ under similar experimental conditions provided only between one (kidney) and a maximum of 249 (liver) regulated genes, depending on the analysed tissue. 

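In the present lists the ratio of features unique to the combined challenge to those unique to the thermal challenge was 39.2. Across the fits that called features, it was lowest with the slide block (2.22) and highest without the filter on dim probes (52.3).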

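The challenge groups, which differ in stocking density, were compared directly. In limma 0 features were DE between them (lowest adjusted p = 0.556), while 576 passed 2-fold at an unadjusted p under 0.05, 247 of them higher and 329 lower after the combined challenge. With 12 arrays as samples in limma 368 features were DE, with the pool as a random block 141, and with the slide as a fixed block 259. The slide fit also counts the 12 arrays as samples, so repeats of a pool enter it as replicates. Of the 18 gene lists, 4 passed camera in this comparison. The unfolded protein response was higher (median log2 difference 0.35, 11 of 14 genes, adjusted p = 0.00209), and red blood cell markers (-1.03, 13 of 13 genes lower, adjusted p = 5.31e-10), heme biosynthesis (-0.49, 8 of 9 lower, adjusted p = 0.00542) and B-cell-receptor genes (-0.28, 10 of 12 lower, adjusted p = 0.00329) were lower. Under fry 0 lists passed, with the red blood cell markers lowest (adjusted p = 0.0557). No array carries RNA of fish at high stocking density and 16 °C, so an interaction term could not be fitted to these data. From the larger number of features unique to the combined challenge, together with the few genes regulated by stocking density in its earlier study, the paper proposes a synergistic interaction of the challenge factors. It also draws on its immunological measurements, which were not analysed here, and sets its view beside a meta-analysis of multiple stressors.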

The synergistic effect of high temperature and overstocking on the rainbow trout’s physiology is well in line with a meta-analysis by Crain and colleagues, who concluded from 171 studies that multiple stressors generally interact synergistically in marine systems^3^. In this context, the question arises as to which threshold value the stressors must exceed to produce synergistic effects and—in the present case—if the combination of a lower water temperature and/or lower stocking density would have generated additive instead of synergistic effects.

### The signature of thermal stress is conserved across teleost fishes

A considerable number of studies have already profiled the transcriptional changes of different organs of salmonids leaving their thermopreferendum^23,24,27,28,30,65–69^. We^69^ and others^24^ have recently reviewed our own and external transcriptome studies to identify biomarkers of salmonid fish, which indicate a stress response to inconvenient temperatures. Both studies agree that mainly *SERPINH1/HSP47*, *HSPA1A/HSP70* and *HSP90AA1/HSP90* have enormous potential as “robust thermally-responsive biomarkers” following many other reports on these three heat-shock proteins^23,25,27–30,65–68,70–74^. In contrast to the regulation of HSPs, *CIRBP* is strongly downregulated in salmonid fish upon heat stress^23,24,27,69^, while members of the FK506-binding protein family show distinct expression profiles with *FKBP5* being upregulated and *FKBP10* being downregulated^24,69^. Five of these six biomarker genes (*SERPINH1*, *HSPA1A*, *HSP90AA1*, *CIRBP*, *FKBP10*) were significantly regulated by both the thermal challenge and the combined challenge, while *FKBP5* emerged exclusively after combined challenge.

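After the thermal challenge *SERPINH1* (A_05_P322977) had a log2 intensity of 13.52 ± 0.04 (SD, n = 2 pools) against 11.23 ± 0.03 in the reference group, a log2 fold change of 2.29 (limma's adjusted p = 0.0273), and after the combined challenge 13.67 ± 0.25, a change of 2.45 (adjusted p = 0.0186). *FKBP10* (A_05_P464852) changed by -2.63 (adjusted p = 0.0335) and -3.05 (adjusted p = 0.0189). *FKBP5* (A_05_P479382) had 0.89 after the thermal challenge (standard error 0.68, adjusted p = 0.541), where its pools differed by more than the group means. After the combined challenge it rose by 2.55 (adjusted p = 0.0898). That change passed 2-fold and the adjusted threshold with arrays as samples, with the pool as a random block and with the slide as a random block, and did not pass with the replicate block (adjusted p = 0.0823, between 0.00140 and 0.754 over all alternatives). Its direct difference between the challenges was 1.67 (adjusted p = 0.666).

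**Figure D2:**
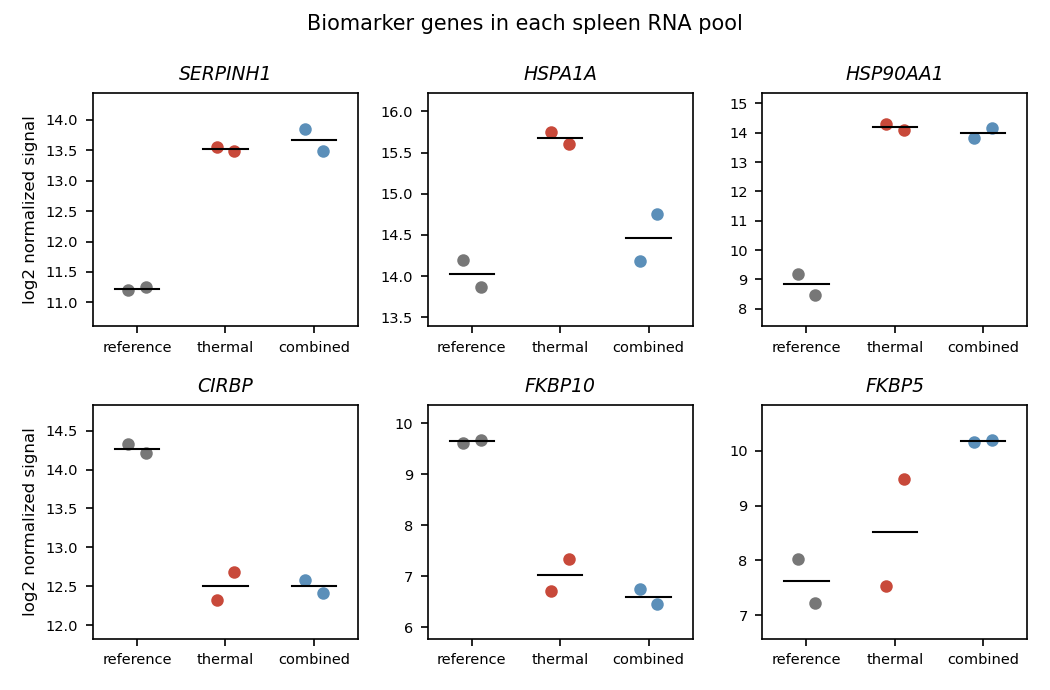
Log2 intensity of the brightest probe of 6 biomarker genes in each RNA pool of the reference, thermal-challenge and combined-challenge groups. Points are pools (2 per group) and lines are group means. *FKBP10* and *CIRBP* lie lower in all challenged pools than in the reference pools, and *SERPINH1* and *HSP90AA1* lie higher.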

Based on the published DE gene sets responding to heat stress in salmonids, numerous indicative functional pathways were identified. Interestingly, we found that the *NRF2-mediated oxidative stress response* and the *unfolded protein response* were the dominant pathways to responding to critical temperature. 

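Ranked by camera's p among the 18 lists, the unfolded protein response came at rank 2 after the thermal challenge and rank 1 after the combined challenge, and the NRF2 list at rank 3 and rank 7. Cell cycle genes, which were lower after both challenges, came at rank 1 and rank 2. A rank among hand-written lists depends on which lists were written and on how many of their genes are on the array.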

The combined challenge in the present study and both pathways were also highly affected after gradual and acute heat stress in different tissues of maraena whitefish^69^. Only 20 pathways were uniquely regulated in response to a high temperature, i.e., they are not present in the list of genes that were differentially regulated in response to the combined challenge. Of these, only *melatonin signalling* was predicted to be positively regulated. This pathway has been described to improve the oxidative status of fish cells, for instance after the activation of reactive oxygen species^75^.

### The signature of crowding is subtly contained in the identified gene lists and pathways upregulated upon combined challenge

Far less is known about those genes characteristically regulated by overstocking in (salmonid) fish. Remarkably, comparative analyses showed that rainbow trout, which have been domesticated for decades in intensive aquaculture, respond considerably less sensitively to crowding than the salmonid maraena whitefish (*Coregonus maraena*), which was only recently introduced in aquaculture^9,36^. *Hypoxia-inducible factor 1-alpha (HIF1α) signalling* was the only pathway found to be activated in the liver of rainbow trout exposed to a high stocking density of 120 kg/m^3,36^. After the combined challenge in the current study, we also identified this pathway regulated in the spleen. Two other pathways, the *protein ubiquitination pathway* and *PI3K/AKT signalling*, were repressed in the liver of rainbow trout exposed to a high stocking density^36^. It is worth noting that in the present study, we found these pathways with an undefined or slightly positive z-score (which corresponds to a slight activation) in trout challenged with a high temperature and crowding. In the combined challenge, 93 pathways were uniquely regulated. Of these, significantly more pathways were activated than suppressed, and a third of these genes are associated with innate immunity (*oncostatin-M signalling*, *NF-κB signalling*, *STAT3 pathway, toll-like receptor signalling*) or adaptive immunity (*FcγRIIB signalling in B cells*, *NUR77 signalling in T cells*).

### Critical temperature combined with crowding impacts a number of immunological pathways and translates to substantial changes in the immune capacity of rainbow trout

Various stressors have been reported to threaten the health of farmed fish in aquaculture. For this reason, it is particularly interesting to investigate the crosstalk between the immune system and stress responses in farmed fish. In our previous study on maraena whitefish, we demonstrated that a high stocking density of 100 kg/m^3^ increased a considerable number of immune-relevant genes^9^. A quarter of all upregulated genes in the liver and a fifth of all upregulated genes in the kidney of challenged maraena whitefish were related to immunological processes including *complement cascade, acute-phase response signalling, chemokine signalling, B-cell-receptor signalling* and *leukocyte-extravasation signalling.* This set of immune pathways is intriguingly similar to the set of induced immune pathways in the liver of large yellow croaker (*Larimichthys crocea*) exposed high stocking-density conditions^76^. The respective pathways belong to the innate immune system (*complement and coagulation cascades, toll-like receptor signalling* and *chemokine signalling*) and the adaptive immunity (*T-cell, B-cell receptor signalling* and *leukocyte-migration pathway*).

In our current study, we also observed notable changes in the expression of genes involved in various innate and adaptive immune pathways. However, the transcriptional changes caused by the gradual increase of the water temperature mainly activated innate-immune mechanisms such as *CXCL8 signalling* and *production of nitric oxide and reactive oxygen species*, apparently to bring the organism into a “watch out” position in anticipation of an increased pathogen pressure. Notwithstanding, we found a decreased bactericidal activity in the plasma of challenged trout compared with non-challenged trout. The complement system is an important immune complex tasked with the elimination of bacteria^77,78^, and we can only assume that several transcripts encoding complement components were downregulated in the liver (the main site of complement synthesis but not considered in this study).

The analysis of the splenic transcriptome clearly revealed that the exposure to combined challenge modulates both arms of the immunity. High water temperature combined with crowding induced several pathways of the innate immunity (*CXCL8 signalling*, *production of nitric oxide and reactive oxygen species* and *micropinocytosis signalling*), while several pathways of the adaptive immunity were downregulated. Of particular importance is not only the decreased expression of genes involved in the *B-cell-receptor signalling,* but also the negative regulation of the *IL7-signalling pathway*, which contributes to early T-cell development and to mature T-cell maintenance. This was confirmed by the altered composition of peripheral blood leukocytes, chiefly by a reduction of B cells, T cells and thrombocytes in fish exposed to combined challenge compared to non-challenged fish. This is well in line with a large number of studies that identified a common pattern of lymphopenia and neutrophilia in the circulation of various fish species exposed to different types of stress^9,79,80^. Overall, the number of phenotypically identifiable cells from challenged rainbow trout was reduced from about 80% to 25% but unfortunately, the available tools did not allow additional information on the nature of the remaining 75% peripheral blood leukocytes from challenged fish to be obtained.

Previously, we had shown with maraena whitefish that adverse environmental conditions do not only influence the transcriptomic programmes in lymphoid organs and the composition of circulating leukocytes but also negatively impact the organism’s ability to react towards pathogens^9^. Using this established protocol, we demonstrate here that the primary culture of head-kidney cells from rainbow trout exposed to the combined challenge showed a dramatically reduced ability to induce the expression of *IL1B*, *CXCL8*, *TNF* and *IL6* upon stimulation with both viable and inactivated *A. salmonicida*. The extent of this downregulation becomes even more evident in comparison to the less pronounced changes induced by crowding alone in maraena whitefish. Taken together, our immunologic analyses confirm the conclusions drawn from our transcriptomic data, which suggest that critical temperature and crowding together have a synergistic effect, especially on the immune capacity of challenged fish. Although rainbow trout were not exposed to pathogens in the present experiment, we assume that an increase in opportunistic pathogens would lead to severe infections and increased death rates of acutely stressed trout. This hypothesis should be verified in future experiments.

## Conclusions

It has been established that temperature and crowding stress have different molecular signatures, which reflect different mechanisms of adaptation. So far, very few data sets have been interpreted concerning the question of how different adaptation mechanisms to simultaneous stressors influence each other. The present study demonstrates that critical temperature combined with crowding activates synergistically a cluster of compensatory responses including cell-signalling, immune and metabolic pathways. Besides, we document that a high temperature combined with overstocking impair the bactericidal and inflammatory activity, significantly alter the blood-cell composition and exert thus a profound impact on the fish’s immune system. Stress does not only compromise the health and general well-being of fish but also reduces the profits of a fish farm.

Our study suggests, once again, to carefully select the parameters for monitoring the response of the fish to one or multiple potential stressors, which are effective over longer periods. High-throughput methods such as RNA-sequencing or microarray analysis allow stress-specific signatures of certain tissues and even cells to be recorded. Although the transcriptome analyses might add valuable information into the physiological events involved in restoring homeostasis, these methods are usually cost-intensive. This study suggests some transcriptomics-based rainbow trout-specific biomarkers that may be relevant for indicating compromised well-being, although they need to be evaluated in an aquaculture practice. Robust parameters resulting from this evaluation can be quantified in a range of specimens through simple and cost-effective methods such as quantitative real-time PCR and extend the available spectrum of welfare biomarkers.

## Materials and methods

### Experimental design and sampling

Rainbow trout at the age of ~ 10 months were randomly distributed over six experimental 309-l tanks integrated into a RAS. The experimental procedures are illustrated in Fig. 1. The stocking density in four of the six experimental tanks (A1, A2, B1, B2) has been set to 30 kg/m^3^ (corresponding to 38 or 39 trout each weighing 9.5 kg), while the stocking density in the other two tanks (C1, C2) was 100 kg/m^3^ (corresponding to 96 or 119 trout weighing 35 kg). Two of the tanks with 30 kg of trout per cubic metre (A1, A2) served as control tanks and were kept at a constant temperature of 16 °C for the duration of the experiment (Fig. 1, reference). The water temperature in the other tanks (B1, B2, C1, C2) was elevated by 2 °C every day for 5 days, gradually going from 16 to 26 °C. On day six, the temperature was increased by 1 °C, and on day seven, the tanks were kept at 27 °C for 24 h. The water temperature and other relevant parameters including NH_4_^+^, NO_2_^−^, NO_3_^−^ (in each case far below critical values), pH (between 7.3 and 8.5) and dissolved O_2_ were constantly recorded. Trout were fed ad libitum commercial dry pellets by automatic feeders. Throughout the experiment, no technical problems were registered. Further husbandry conditions are detailed in reference^36^. Eight days after the start of the experiment, seven rainbow trout per tank (A1, A2, B1, B2, C1, C2) were randomly sampled using hand nets. The fish were quickly transferred to a bucket of water and sedated using an overdose of phenoxyethanol. The handling of fish before blood and tissue sampling was conducted in compliance with the terms of directive 2010/63/EU on the protection of animals used for scientific purposes. The experimental protocol was approved by the Ministry of Education, Youth and Sports, Prague, Czech Republic (approval ID: MSMT-18301/2018–2).

The rainbow trout had reached an average length of 26.2 ± 1.3 cm (mean ± standard deviation, STD) and an average weight of 230.2 ± 35.9 g at the end of the experiment. Blood was taken from the caudal vein of every trout killed using 1-ml plastic syringes filled with 500 µl 0.5 M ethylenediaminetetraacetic acid (EDTA, pH 8.0) solution as anticoagulant. The spleens of the fish were isolated, snap-frozen in liquid nitrogen and stored at − 80 °C until nucleic acid extraction. Head-kidney tissue was homogenised, passed through a 100-µm strainer and washed with cold Dulbecco’s Modified Eagle’s Medium (DMEM, Thermo Fisher Scientific). The resulting cell suspension was loaded on a Percoll gradient (density 1.08 g/ml) and centrifuged for 20 min at 800×*g*. Following centrifugation, cells at the interphase were collected, washed twice in DMEM and resuspended to a final concentration of 5 × 10^6^ cells/ml.

### Blood-parameter analyses

Caudal blood samples from 42 fish were thoroughly mixed with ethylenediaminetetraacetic acid (EDTA) and processed in the haematological counter ABX Pentra 60 (HoribaABX Diagnostics) within 3 h after collection to determine the individual haematocrit and haemoglobin levels.

The residual blood samples were centrifuged (4 °C, 1,700×g), and the supernatant was kept on ice until analysis of blood plasma parameters. Cortisol concentrations were determined using a Cortisol ELISA assay (DRG Instruments GmbH) and plasma-glucose concentrations were measured using a colorimetric assay (Glucose Assay Kit II; BioVision). Both analyses were performed according to the manufacturer’s instructions using a Beckman Coulter DTX 800/880 Series Multimode Detector (Beckman Coulter), which measured the absorbance at 450 nm.

### Bacteria growth serum

For the bacterial growth assay, the individual blood samples of trout were incubated in reaction tubes for up to 1 h. After centrifugation (1,700×*g*, 10 min), 100 µl of serum from each fish was inoculated with 2 × 10^5^ bacteria *Aeromonas salmonicida* ssp*. salmonicida* wild-type strain JF2267. Sera with bacteria were incubated 24 h at 18 °C. After incubation, the bacteria culture from each well was transferred to 1.5-ml tubes and centrifuged at 7,500 rpm for 10 min. The supernatant was discarded, and the total DNA was isolated from a pellet using a QIAamp DNA Blood Mini Kit (Qiagen) according to the manufacturer’s protocol.

### Flow cytometry

The composition of peripheral blood leukocytes was analysed using the protocol established previously^52^. Briefly, 2 µl of heparinised blood was stained with the set of monoclonal antibodies (MAb) recognising thrombocytes (MAb 42–APC-Cy7)^81^, myeloid cells (MAb 21–RPE)^52^, IgM-heavy chain (MAb 1.14–PerCp) and T cells (MAb D30–FITC). The samples were measured on FACS Canto II and analysed by DIVA software (BD Biosciences).

### In vitro stimulation experiment

To investigate the effect of the combined challenge on the immune capacity of rainbow trout, a stimulation experiment with *A. salmonicida* (JF 2267) was performed. The bacteria were kept viable or inactivated in 1.5% paraformaldehyde (PFA) for 1 h and diluted to a final concentration of 5 × 10^7^ cells/ml in sterile phosphate-buffered saline (PBS). Isolated head-kidney cells of eight fish from the reference group A and the combined-challenge group C each were stimulated with 100 µl PBS, 1 × 10^6^ viable or PFA-inactivated bacterium. After 12 h incubation (CO_2_, 15 °C), stimulated samples were collected and stored in 700 μl RLT buffer until RNA preparation.

### RNA preparation

TRIzol reagent (Invitrogen) in combination with the RNeasy Mini Kit (Qiagen) and the RNase-free DNase Set (Qiagen) was used to extract high-quality RNA from the above-listed tissues. The concentration and purity of the RNA was determined using the NanoDrop 1000 Spectrophotometer (NanoDrop Technologies/Thermo Fisher Scientific); RNA integrity was evaluated using the Agilent 2100 Bioanalyzer (Agilent Technologies) revealing values for RNA integrity ranging from 8.9 to 10.

### Array hybridisation

For microarray-based gene-expression analysis, we pooled equal shares of seven individual RNA samples isolated from the spleen in six separate specimens according to treatment and tank (A1, B1, C1; A2, B2, C2). These six RNA pools were converted to Cy3-labelled cRNA and hybridised with 8 × 60 K Agilent-049158 Salmon Oligo Microarrays (Agilent Technologies; GEO platform: GPL21057) following the Agilent 60-mer oligo microarray processing protocol, as described in our previous paper^36^. The fluorescence signals of the hybridised Agilent microarrays were scanned with a G2505C Microarray Scanner System (Agilent Technologies) at a resolution of 3 µm.

For all hybridisations, two technical replicates were included representing exactly the same samples but applied to independent arrays. The reliability of the microarray-predicted data has previously been proven in various quantitative PCR studies of our group^9,23,69,82,83^.

### Quantitative real-time PCR analysis

Quantitative real-time PCR was performed using the LightCycler96 Real-Time PCR System (Roche) and SensiFAST SYBR No-ROX One-Step Kit (Bioline). RNA samples from the in vitro*-*stimulation experiment were reverse-transcribed using the Super Script II kit (Thermo Fisher Scientific) and a cDNA equivalent of 75 ng total RNA was analysed for copy-number analysis. Gene-specific primers for the immune-related genes *CXCL8*, *IL1B*, *TGFB1*, *TNF*^84^, *IL6*^85^, and *MHCIIB* (sense, 5′-AGTACACACCCAAGTCTGGAGA-3′; anti-sense, 5′-AGTCCTGCTAATGCTAAGATGGT-3′) were used.

The number of bacteria was quantified on the CFX96 Touch Detection System (Bio-Rad) using SensiFAST SYBR one-step kit (Bioline) according to the protocol. As target gene, DNA gyrase (subunit B) was used (NCBI gene ID: 4994747; sense, 5′-TCATCATGACTGTGCTGCAC-3′; antisense, 5′-ATGGTCAGCAACAGCTTGT-3′)^86^.

Cycling conditions were as follows: 10 min pre-incubation; 15 s denaturation at 95 °C, 10 s annealing decreasing from 60 °C, 20 s elongation at 72 °C, and 5 s quantification at 75 °C. To assess the quality of individual PCR products, a melting-curve analysis was performed.

### Data analyses

Statistical analyses of body-score indices (condition factor, spleen-somatic index, haematocrit) and plasma parameters were performed in GraphPad Prism 8.4.2 (GraphPad Software, Inc., San Diego, CA) with a significance level of 0.05. Because all data were normally distributed (Kolmogorov–Smirnov, *p* > 0.05), parametric *t* tests were used.

The Agilent Feature Extraction Software (FES) 10.7.3.1 was used to read and process the microarray-image files with standard settings. The FES corrected the background using a two-sided Student *t* test. The features that passed this quality control were further analysed with the limma package of the R-Version 3.1.1/Bioconductor-Suite^87^). Our customised scripts are available on request. Following quantile normalisation, pairwise comparisons between the treatments (reference vs. thermal challenge or combined thermal/crowding challenge) were employed to compare transcript abundances under the different treatment conditions. To control the false discovery rate, *p* values were adjusted^88^. Only genes with a corrected *p* value (*q*-value) of < 0.05, and an absolute fold change of > 2.0 were considered DE genes and included in further data processing.

Comparisons of gene expression across the different treatment conditions were performed using Venn Diagrams^89^. DE genes were re-annotated using the basic local alignment search tool (BLAST). We considered only transcripts with unique BLAST results (coverage and sequence identity of > 85% and E-value < 1 × 10^−4^). Only 2.5% of all DE genes could not be annotated. A functional analysis was performed using the Ingenuity programme (Ingenuity Pathway Analyses/Qiagen) to evaluate global functional networks and canonical pathways of interacting genes and other functional groups.

Benjamini–Hochberg multiple testing was performed and *p* values > 0.05 were considered as a cut-off score. The output lists were carefully reviewed, and all those pathways and functions were deleted which were either associated with a mammalian disease or occurred in a tissue other than analysed. All relevant pathways are indicated in the following sections by italic face. Additionally, we assigned the canonical pathways to the biofunctions “stress response”, “innate immunity”, “adaptive immunity”, “cell function, proliferation and differentiation”, “DNA replication and gene expression”, “coagulation, fibrinolysis and angiogenesis” and “metabolic processes”. If certain pathways were assigned to more than one biofunction, we still only assigned them to one main category. The z-scoring system was used to evaluate whether a particular pathway was activated (*z* > 1) or repressed (*z* < 1).

The number of transcripts determined via quantitative PCR was calculated based on transcript-specific standard curves. To this end, the C_q_ values of PCR products, having been amplified by the aforementioned primer pairs, were determined in serial tenfold dilutions starting from 1 × 10^2^ to 1 × 10^8^ copies. Based on these C_q_ values, a calibration line was created, which allowed for the calculation of the copy numbers according to the formula *copy number* = *10*^*(Cq value* − *intercept)/(slope)*^. The obtained values were normalised to the reference gene encoding the translation elongation factor EEF1A1^90^.

In an analogous manner, the number of *A. salmonicida* in the serum of rainbow trout was determined. The number of cells per ml was calculated based on a calibration line. This has been generated based on the Cq values of the *gyrB* transcripts determined for 1 × 10^4^–1 × 10^9^ colonies.

## Supplementary information

Supplementary information 1.

Supplementary information 2.

## Data Availability

The full complement of microarray data generated and analysed during the current study was deposited in the NCBI GEO, https://www.ncbi.nlm.nih.gov/geo/; accession: GSE129271).

# Supplementary material for: The synergistic interaction of thermal stress coupled with overstocking strongly modulates the transcriptomic activity and immune capacity of rainbow trout (Oncorhynchus mykiss)
**Source:** Sci Rep. 2020 Sep 10;10:14913. doi: 10.1038/s41598-020-71852-8
**Supplement:** Supplementary file 1 — Supplementary information 1.

**Supplementary Figure 1:** Temperatures of the brackish coastal water of the southwestern Baltic Sea in Born/Germany in the period from 22/07/2018 to 30/07/2018. Individual values were recorded every 30 minutes.

# Supplementary material for: The synergistic interaction of thermal stress coupled with overstocking strongly modulates the transcriptomic activity and immune capacity of rainbow trout (Oncorhynchus mykiss)
**Source:** Sci Rep. 2020 Sep 10;10:14913. doi: 10.1038/s41598-020-71852-8

**The synergistic interaction of thermal stress coupled with overstocking strongly modulates the transcriptomic activity and immune capacity of rainbow trout (*Oncorhynchus mykiss*)**

Alexander Rebl,<sup>1</sup> Tomáš Korytář,<sup>2</sup> Andreas Borchel,<sup>3</sup> Ralf Bochert,<sup>4</sup> Joanna Ewa Strzelczyk,<sup>5</sup> Tom Goldammer,<sup>1, 6</sup> Marieke Verleih<sup>1§</sup>

Wilhelm-Stahl-Allee 2

18196 Dummerstorf, Germany

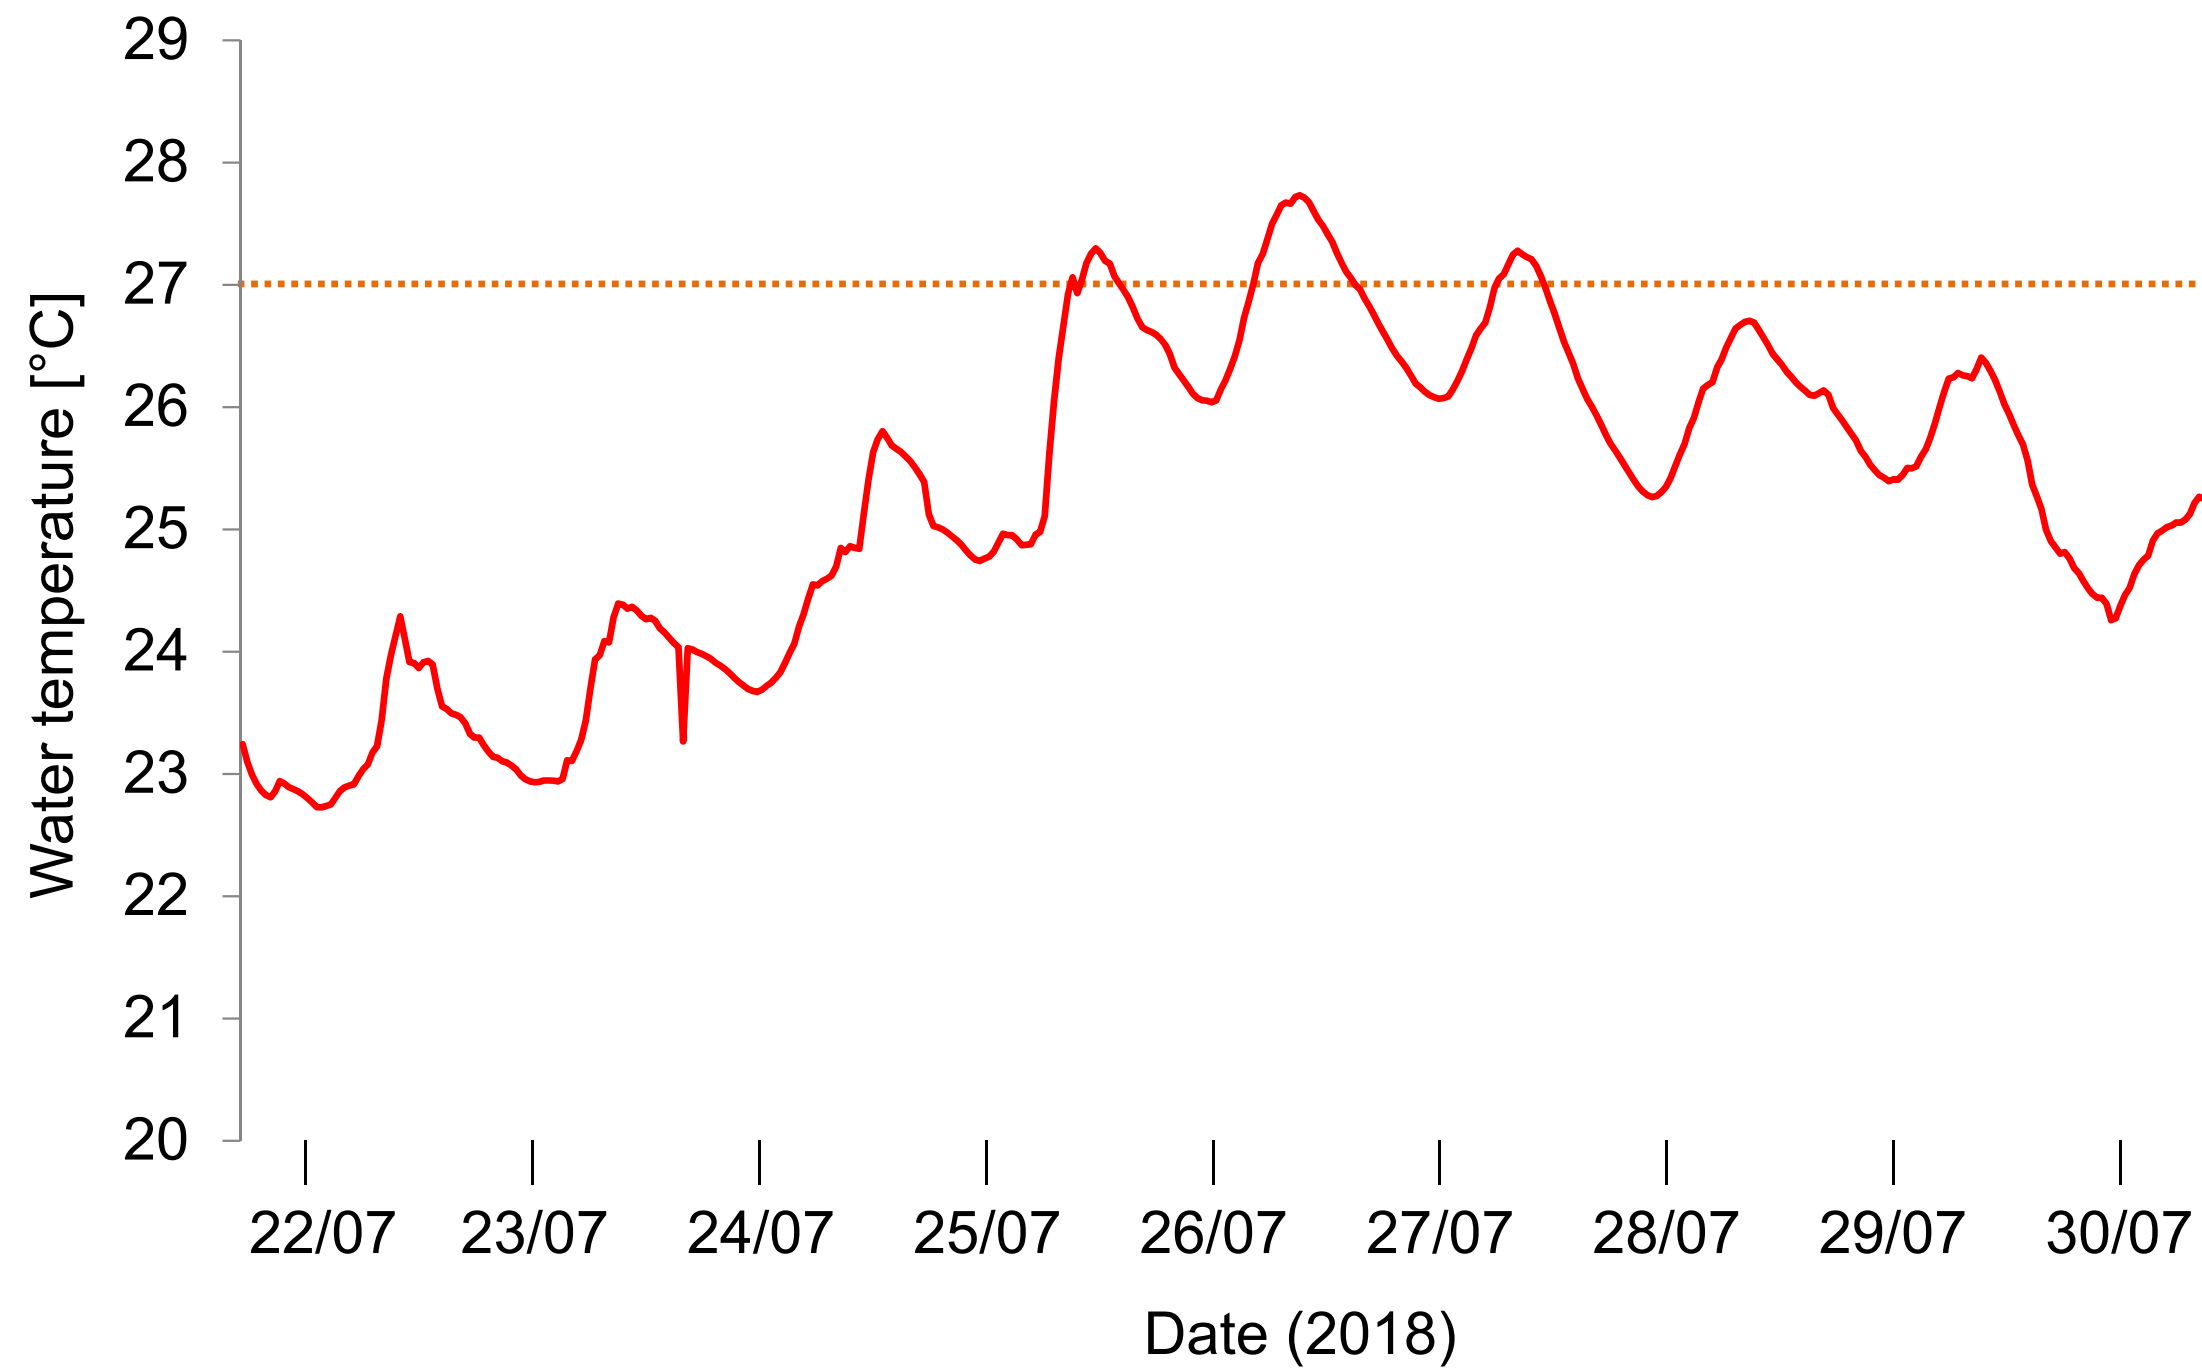

**Supplement:** Supplementary file 2 — Supplementary information 2.

How the deposited data were processed for this re-analysis (not part of the article)

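RNA from the spleens of rainbow trout was measured in 6 pools of 7 fish, 2 pools each from the reference, thermal-challenge and combined-challenge groups, with 2 arrays for each pool. The authors deposited for each array the scanner output of Agilent Feature Extraction, in which the processed signal of a spot is an intensity with the background subtracted and surface trends removed, and a surrogate value stands in for spots that were not significantly above background. A second deposited table gives an intensity for 62969 spots of each array. All of its values (100%) lay within 1% of the background-subtracted signal in the scanner output, so neither kind of value is normalized between arrays. The quantile normalization and tests described in the paper's methods are therefore not part of the deposited intensity values and were carried out here.

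Control spots and the 34 to 68 spots per array that Feature Extraction marks as outliers were left out, and spots of the same probe were averaged. The log2 processed signal was quantile-normalized between the 12 arrays and the 2 arrays of a pool were averaged. Probes were kept when positive and significant above background on every array of at least 1 group. The 3 comparisons were fitted together with limma (lmFit and eBayes, residual degrees of freedom 3, prior degrees of freedom 2.11), with Benjamini-Hochberg adjustment in each comparison. Tools were R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The number of arrays and pools limits the precision. Tested on simulated data with 200 changed features per run in 5 runs, the fit recovered 31.1% of the changed features, 66.4% of those changed by 3 on the log2 scale, and 6.04% of the calls were false.

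All 12 arrays correlated most with the other array of their own pool. The SD of the log2 difference between repeats of a pool was 0.39 to 0.70, and between the 2 pools of a group it was 0.60, 0.69 and 0.69. Pools with the same number moved together across groups: the difference of pool 1 and pool 2, across features, had a correlation of 0.472 between the reference and thermal-challenge groups, 0.345 between the reference and combined-challenge groups and 0.465 between the challenge groups. The first principal component (45.8% of the variance) separated the reference from the challenge groups, and the second (27.4%) separated pool 1 from pool 2 in each of them. The pool number as a replicate block was therefore given beside the results it changes.

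Names come from the annotation in the scanner output, where 19329 probes have a usable name and 4748 a gene symbol. Of the accessions in it, 0 occur in the reference gene table, so no genome position is given. Heat-shock and immunoglobulin probes were chosen by fixed words in their names. The features named are every gene that the paper names for the spleen arrays and, in each comparison, the 5 largest rises and the 5 largest falls among DE features whose pools lie on the same side of both pools of the other group, 1 per gene. For genes the paper names and for the gene lists, the brightest probe of a gene is reported. For the largest rises and falls, it is the DE probe with the largest change. Folds against a group that is not well above background on any array are given as at least the fold over the background limit. The 18 gene lists, for pathways the paper names and for cell types or tissues, were tested with camera. The lists of its pathway programme were not used here. These rules, the lists and the alternatives were set before the data were examined, except for those named as chosen afterwards.

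The alternatives were scaling to the 75th percentile, normexp background correction with an offset of 50, the second deposited table (values under 5 set to 5), no filter on dim probes, a filter on probes above background on all arrays (22553 probes) or well above it (20935 probes), the 12 arrays as samples, the pool or the slide as a random block (correlation 0.556 and 0.140), the slide as a fixed block, the replicate block, only the 2 groups compared, no minimum fold change, unadjusted p, and leaving out each pool. The closing part gives their effect. The head-kidney, blood, flow cytometry and bacterial measurements were not analysed here. Results for some single genes are not reported.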

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

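The tests of slide and of normalization for Clusterin-1 and for the cell cycle genes were chosen after the results had been seen, and the test of red blood cell markers beforehand.

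Clusterin-1 stood out because the paper does not discuss it, while it had the largest rise of the thermal-challenge comparison (log2 fold change 6.36) and the next largest of the combined-challenge comparison (6.79). Its 3 probes were all DE in both comparisons, with log2 fold changes from 1.36 to 6.36 and from 1.76 to 6.79. With each pool left out, the change lay between 5.46 and 7.25 after the thermal and between 5.89 and 7.68 after the combined challenge, but limma's adjusted p then did not pass. The reference and challenge arrays lie mostly on different slides. On the slide that holds an array of each, the log2 difference was 7.13, which argues against the slide as the whole cause for the thermal challenge. With scaling to the 75th percentile in place of quantile normalization it was 6.27, which argues against the normalization. Its size and its ranks are uncertain, because its signal was well above background on 1 of 4 reference arrays, and the change was as low as 3.63 with normexp. The higher temperature may be the cause, and cells entering the spleen, which these arrays cannot count, stay open as well.

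Cell cycle genes stood out because the paper names none of those tested here, although it reports on pathway categories of proliferation and DNA replication. Of 18 genes tested, 17 were lower after the thermal challenge (median log2 fold change -0.87, camera's adjusted p = 9.36e-09) and 18 after the combined challenge (-0.94, adjusted p = 1.03e-06). *RRM2* was DE after both, and *CCND1*, *MCM2*, *MCM4*, *MCM5*, *MCM6* and *MCM7* after the combined challenge. Adjusted over the list alone, 8 and 9 genes were lower. Both calls held under fry (adjusted p = 0.0234 and 0.0276) and not with an estimated correlation (0.283 and 0.329). On the slide shared by a reference and a thermal-challenge array, 18 of 18 genes were lower (median -1.08), and with the 75th percentile the median after the thermal challenge was -0.89, so that neither the slide nor the normalization accounts for the fall after the thermal challenge. Between the challenge groups the median was 0.01 and the mean 0.04, while camera's direction was down (adjusted p = 0.978). Less cell division at 27 °C and a smaller share of dividing cells in the spleen may each explain the fall, and were not tested apart.

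Red blood cell markers stood out because the paper compares the DE lists of the challenge groups but reports no direct comparison of their expression. In that comparison the list's median was -1.03 with 13 of 13 genes lower. Camera called it with each of the 6 pools left out, and neither fry nor an estimated correlation did (adjusted p = 0.0557 and 0.415). Against the reference group the median was -1.24 after the combined challenge (13 of 13 lower, adjusted p = 7.84e-06, 5 DE genes: *CAHZ*, *GATA1*, *HBB1*, *RHAG* and *SLC4A1*; fry 0.0456) and -0.14 after the thermal challenge (11 of 13 lower, adjusted p = 0.152). Of the list's genes, 3 are named by the paper. A test on the other markers, without globins, *RHAG* and *SLC4A1*, gave a median of -1.18 against the reference group, with 8 of 8 lower, and their mean deviation was -0.74 and -0.43 in the combined-challenge pools against 0.13 to 0.42 in the other 4 pools. Those other markers passed camera (adjusted p = 0.00293) and not fry (0.0756). Fewer red blood cells in the spleen samples may account for these transcripts, but the arrays cannot tell this from lower transcription in the cells. If cells were fewer, it stays open whether they left the spleen because of crowding or blood content differed for another reason such as handling. With 2 pools per group this cannot be decided, and no slide holds a reference and a combined-challenge array.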

How the results depend on the processing

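The tests with the slide block and the pool as a random block together, and those without the third slide, were chosen after the results had been seen.

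In the order thermal challenge, combined challenge, direct comparison, shared, unique to the thermal challenge, unique to the combined challenge, heat-shock and immunoglobulin features, the counts were 348, 1571, 0, 316, 32, 1255, 25 and 0. Counts outside a factor of 1.5 follow, and the cause was not tested unless stated. Normexp gave 68 features unique to the thermal and 716 unique to the combined challenge, and 4 immunoglobulin features. With no filter, which adds probes at background level, there were 103 after the thermal and 667 after the combined challenge, 92 shared, 11 and 575 unique, and 9 heat-shock features. The filter on all arrays gave 1 immunoglobulin feature. The filter on signal well above background gave 710 after the thermal challenge, 636 shared, 74 unique to the thermal challenge and 2 immunoglobulin features.

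With arrays as samples, which treats repeats of a pool as replicates, the counts were 2340 and 3716, 368 in the direct comparison, 1831 shared, 509 and 1885 unique, and 14 immunoglobulin features. The pool as a random block gave 1657 and 2820, 141 in the direct comparison, 1351 shared, 306 unique to the thermal challenge and 10 immunoglobulin features. The slide block gave 625 and 811, 259 in the direct comparison, 153 and 339 unique, 3 immunoglobulin features, and 5 gene lists for the thermal challenge in place of 9. Fits with the slide as a fixed or random block also treat repeats as replicates, unless the pool is a random block as well. The slide as a random block gave 2055 and 3210, 368 in the direct comparison, 1608 shared, 447 unique to the thermal challenge and 14 immunoglobulin features. The slide block with the pool as a random block gave 822 after the thermal challenge, 47 in the direct comparison, 680 shared, 142 and 826 unique, and 5 immunoglobulin features. Unadjusted p gave 2343 and 3589, 576 in the direct comparison, 1782 shared, 561 unique to the thermal challenge and 13 immunoglobulin features.

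The replicate block gave 651 and 2718, 583 shared, 68 and 2135 unique, and 3 immunoglobulin features. It called 342 of the 348 and 1571 of the 1571 features. Of the named values it changed the call of *TKTL2* after the combined challenge and of A_05_P406932 after the thermal challenge, and it left 9, 11 and 4 gene lists called.

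With only the 2 groups compared, fewer pools enter limma's fit, and 0 features passed for the thermal challenge, the combined challenge, shared, unique to either challenge and heat-shock features (2381 and 3606 at unadjusted p under 0.05). Leaving out 1 pool also gave counts from 0 to 0 for each of these results, with 2102 to 2615 and 3269 to 3882 at unadjusted p. The lone pool of a group is then assumed to vary like the other groups. All 348 and 1571 features kept their direction with any pool left out. Camera called 6 to 12 lists for the thermal challenge, 9 to 12 for the combined challenge and 5 or 6 for the direct comparison. Fry called 2, 4 and 0 lists and an estimated correlation 0, 0 and 0.

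Of the values of named genes under the alternatives, 1658 kept their direction and their side of the threshold, 51 came to pass it, 308 no longer passed it, and none of the called ones reversed. Each pool left out and the fit of 2 groups only account for 39 of these losses each, and no filter for 18. Signal over background limits what can be seen: between 37.5 and 46.6% of the probes of an array were well above background, and changes in dimmer probes rest on less signal or, for probes not above background in all arrays of any group, were not tested.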

Differences from the paper's values

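The tests with the slide block and the pool as a random block together were chosen after the values had been seen, and gave 822 features after the thermal challenge, 680 shared, 142 unique to the thermal and 826 unique to the combined challenge.

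The paper's count after the thermal challenge is 831, against 348 here. Of the alternatives set before the data were examined, the filter on signal well above background, the slide block and the replicate block came within a factor of 1.5, and the others did not. For the paper's 521 upregulated features, against 269, the same 3 did, and for its 310 downregulated features, against 79, the well-above-background filter and the slide block did. The paper's 679 shared features compare with 316, and those 3 alternatives again came within the factor. For its 406 shared upregulated features, against 240, the filter on all arrays did too. The slide block counts arrays as samples, so its nearness to the paper's counts cannot be put down to the slide alone.

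Unique to the thermal challenge, the paper gives 152 features and 115 upregulated, against 32 and 29, and the slide block alone came within the factor. Unique to the combined challenge, it gives 664, 310 upregulated and 354 downregulated, against 1255, 640 and 615, and normexp and no filter came within the factor. The paper states an increase by 162%, while its counts of 831 and 1343 put the number after the combined challenge at 162% of that after the thermal challenge. Read in the latter way it compares with 451%, and arrays as samples, the pool as a random block, the slide block, the slide as a random block and unadjusted p came within the factor.

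The paper counts 41 heat-shock features, against 25. The filter on signal well above background, arrays as samples, the pool and the slide as random blocks, the replicate block and unadjusted p came within the factor. It counts 17 immunoglobulin features, against 0 in limma (13 at unadjusted p under 0.05), and arrays as samples, the slide as a random block and unadjusted p came within the factor. As a share, the paper's 6.2% compares with 0%, and none of the alternatives came within the factor. For *CIRBP* the paper gives a bound, a fold change beyond -14 in both lists. The probe with the largest fall was at the bound after the thermal challenge (-14.1) and beyond it after the combined challenge (-18.8). In the thermal-challenge list it did not meet the bound with the 75th percentile (-13.1), with normexp (-13.2), without reference pool 1 (-12.4), without thermal-challenge pool 1 (-9.62) or, chosen after seeing the values, without the third slide. The brightest probe, with -3.41 after the thermal and -3.42 after the combined challenge, did not meet it under any of the alternatives.

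The paper lists *HSPA1A* as regulated by both challenges. Its brightest probe was not DE, with a log2 fold change of 1.65 and 0.43. After the thermal challenge it was called with normexp, both stricter filters, arrays as samples, the pool or the slide as a random block, unadjusted p and, chosen after seeing the values, the slide block with the pool as a random block. The less bright HSP70 probe A_05_P252849 was DE after both challenges, with a log2 fold change of 5.63 after the thermal challenge. The paper lists *FKBP5* after the combined challenge, where it had 2.55. *FKBP5* was called there with arrays as samples, the pool or the slide as a random block and unadjusted p. *HSPA8b*, shown in the paper for the thermal challenge, was DE after both. *SLC4A1* was DE after the combined challenge and not after the thermal challenge. Of the other genes of Fig. 3A, *hcea* after the thermal challenge was called in 4 alternatives and *TKTL2* in 5 and 9, and *MMP9*, *SESN1*, *IGHM*, *PRPF39*, *GMDS*, *SDC2* and *CELA1* in 0 with limma. The paper ranks *CIRBP* first among the falls. Among the 76 features downregulated after both challenges it had rank 2 in both comparisons, but after the thermal challenge the feature above it is known only to be at least 5.97-fold lower, so that its rank there is open. Over all falls of the combined challenge, immunoglobulin heavy chain (-5.20) and 1 of 2 Lectin probes (-4.48) fell more. The paper places heat-shock genes first among the rises. Among the 240 features upregulated after both challenges they took 5 and 3 of the 10 largest. Over all rises of the combined challenge Heat shock protein 30, which is not among those 240 features, had the largest (7.61). Its place above Clusterin-1 (6.79) is open, since Clusterin-1 was well above background on 1 of 4 reference arrays. Protein ubiquitination, which the paper lists as affected, had a median of 0.05 and 0.04 and did not pass. The paper describes a larger share of the regulated genes in both lists than the 19.7% found here. The share was 49.0% with the slide block, 44.0% with the slide as a random block, 43.3% with arrays as samples, 43.2% with the pool as a random block, 42.9% with unadjusted p and 41.3% with the slide block and the pool as a random block, the last chosen after seeing the values.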

Other observations

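The tests without the third slide and those with a reference pool of its own for each challenge were chosen after the results had been seen, and the tests of shared reference pools, stocking density and tissue markers beforehand.

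The slide differs between the reference and challenge arrays. Among the 254 features DE after the thermal challenge without the third slide, 252 (99.2%) changed in the same direction between the 2 arrays of that slide, against 75.5% of all features. This argues against the slide as the whole cause for the thermal challenge. The arrays of that slide are repeats of the same pools, so they test the slide and not the pools. For the combined challenge no slide holds both groups, and 98.7% of 1229 features kept their direction with the slide as a fixed block.

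Sharing the reference pools makes the challenge lists overlap. In 100 simulations of unchanged groups with independent features the overlap reached at most 192, under the 316 observed. With features that move together, 20 of 100 simulations reached it, the correlation was as large in 33 and the counts of calls in 2. With a reference pool of its own for each challenge, the lower correlation was 0.560, against at most 0.0417 in simulations with independent features, but 23 of 100 simulations with features that move together reached it. The values argue against noise that is independent between features. Shared movements of many features in a pool stay open, since 2 pools per group are too few to exclude them. The simulations with features that move together did not keep the balance of pool numbers across groups. Their counts therefore do not give the odds of such movements.

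Whether the features unique to the combined challenge reflect stocking density cannot be told apart from sampling noise at 2 pools per group. The share that passed the direct comparison in limma was 0% (503 of 1255 at unadjusted p under 0.05).

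The list of exocrine pancreas markers had a median of -1.17 after the thermal challenge (8 of 9 genes lower, adjusted p = 0.402), -2.23 after the combined challenge (8 of 9 lower, 0.119) and -1.08 between the challenge groups (9 of 9 lower, 0.152), and passed in no comparison. Of the list's genes, 2 are named by the paper. Without elastase, 7 of 8 markers were lower after the combined challenge, with a median of -2.23. The mean deviation was 2.48 in reference pool 2 and -2.33 in combined-challenge pool 2, against -0.60 and 0.41 in the other pools of these groups. *PRSS1*, the most abundant, had a log2 intensity of 12.41 and 15.73 in the reference pools and 14.00 and 9.69 in the combined-challenge pools. Different amounts of pancreas tissue in the spleen samples may therefore explain the elastase values, and they follow the pool more than the group. Single pools decided the calls: without reference pool 1 camera called the list after the thermal challenge (adjusted p = 0.00507) and the combined challenge (0.00153), and without combined-challenge pool 1 after the combined challenge (0.0117), where the range over all alternatives was 0.00153 to 0.773. Between the challenge groups it was called with either of these pools or reference pool 2 left out (0.0353, 0.00302 and 0.0495).

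For immunoglobulin transcripts, 4 B-cell genes that are not immunoglobulins had a median of -1.58 after the combined challenge. *POU2AF1* and *CD37* had -2.10 each and *IRF4* -1.07, while *CD22* was higher (1.31). With 4 genes that go both ways, fewer B cells and lower transcription in them cannot be told apart.

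Muscle transcripts such as *TMOD4* could come from muscle tissue in the samples. The other muscle markers had a median of -0.34 after the combined challenge, with *PYGM* at -1.06 and *ENO3* at 1.50, and most of them were near the floor of the arrays. Markers this dim that go both ways leave muscle as a source open. The whole list had a median of -0.20, -0.39 and -0.05 after the thermal challenge, after the combined challenge and between the challenge groups, and passed in none (adjusted p = 0.389, 0.203 and 0.442).

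Further lists were set beside no statement of the paper above, though it reports plasma cortisol and blood thrombocytes. Glucocorticoid-induced genes had a median of 0.81 after the thermal challenge (7 of 8 higher, adjusted p = 0.0333) and 1.26 after the combined challenge (6 of 8 higher, adjusted p = 0.0168), where *CEBPD* and *DUSP1* were DE. Neither call held under fry, and the challenge groups differed by 0.60 (adjusted p = 0.152). Heme biosynthesis had a median of -0.07 (adjusted p = 0.463) and -0.74 (7 of 9 lower, adjusted p = 0.0297). For heme biosynthesis the latter call did not hold under fry (0.0662), with the slide block (0.0674), or without reference pool 1 or combined-challenge pool 1 (0.0685 and 0.0890), and over all alternatives lay between 0.0140 and 0.415. Ribosomal proteins had -0.18 (32 of 34 lower, adjusted p = 0.00469) and -0.22 (33 of 34 lower, adjusted p = 0.00220), and neither call held under fry. Thrombocyte markers had a median of -0.04 and a mean of 0.17 with camera's direction up after the thermal challenge, and a median of -0.01 and a mean of 0.08 with its direction down after the combined challenge (adjusted p = 0.655 and 0.609, *F5* DE in the latter). By flow cytometry the paper reports a lower share of thrombocytes among blood leukocytes after the combined challenge, which spleen transcripts do not test. Between the challenge groups, myeloid cell markers had a median of 0.07 and a mean of -0.08 (adjusted p = 0.900), and the remaining lists did not pass either (adjusted p = 0.156 for NRF2, 0.634 for ubiquitination, 0.0553 for glycolysis, 0.234 for T-cell-receptor and IL7, 0.152 for CXCL8, 0.439 for B-cell and immunoglobulin markers, 0.60 for T-cell markers, 0.247 for thrombocytes and 0.262 for ribosomal proteins).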
